# Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation

**DOI:** 10.1186/s13059-016-1032-y

**Published:** 2016-08-09

**Authors:** Kaushik Panda, Lexiang Ji, Drexel A. Neumann, Josquin Daron, Robert J. Schmitz, R. Keith Slotkin

**Keywords:** Cytosine methylation, MethylC-seq, RNA-directed DNA methylation (RdDM), Transposable element (TE), Small interfering RNA (siRNA), RNA interference (RNAi), Methylome, TE-silent context, TE-active context, Decrease in DNA methylation 1 (DDM1)

## Abstract

**Background:**

Chromatin modifications such as DNA methylation are targeted to transposable elements by small RNAs in a process termed RNA-directed DNA methylation (RdDM). In plants, canonical RdDM functions through RNA polymerase IV to reinforce pre-existing transposable element silencing. Recent investigations have identified a “non-canonical” form of RdDM dependent on RNA polymerase II expression to initiate and re-establish silencing of active transposable elements. This expression-dependent RdDM mechanism functions through RNAi degradation of transposable element mRNAs into small RNAs guided by the RNA-dependent RNA polymerase 6 (RDR6) protein and is therefore referred to as RDR6-RdDM.

**Results:**

We performed whole-genome MethylC-seq in 20 mutants that distinguish RdDM mechanisms when transposable elements are either transcriptionally silent or active. We identified a new mechanism of expression-dependent RdDM, which functions through DICER-LIKE3 (DCL3) but bypasses the requirement of both RNA polymerase IV and RDR6 (termed DCL3-RdDM). We found that RNA polymerase II expression-dependent forms of RdDM function on over 20 % of transcribed transposable elements, including the majority of full-length elements with all of the domains required for autonomous transposition. Lastly, we find that RDR6-RdDM preferentially targets long transposable elements due to the specificity of primary small RNAs to cleave full-length mRNAs.

**Conclusions:**

Expression-dependent forms of RdDM function to critically target DNA methylation to full-length and transcriptionally active transposable elements, suggesting that these pathways are key to suppressing mobilization. This targeting specificity is initiated on the mRNA cleavage-level, yet manifested as chromatin-level silencing that in plants is epigenetically inherited from generation to generation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1032-y) contains supplementary material, which is available to authorized users.

## Background

Transposable elements (TEs) are mobile fragments of DNA that can generate mutations and genome instability. To repress TE activity and new mutations, cells target TEs for epigenetic transcriptional silencing. Small RNAs (sRNAs) are the triggers of epigenetic transcriptional silencing targeted to transposable elements (TEs) and transgenes. sRNAs are known to direct cytosine DNA methylation and histone tail post-translational modifications in both mice and plants, while in organisms that lack cytosine DNA methylation (such as fission yeast, *C. elegans*, and Drosophila) sRNAs direct only histone tail modifications (reviewed in [1]). The mechanism of small RNA-directed DNA methylation (RdDM) has been extensively investigated in the reference plant Arabidopsis, where a “canonical” form of RdDM has been uncovered (reviewed in [2]). This canonical form of RdDM begins with the transcription of the target locus by the RNA polymerase protein Pol IV, a plant-specific Pol II paralog [3], which generates a non-coding RNA that is immediately converted into double-stranded RNA (dsRNA) via RNA-dependent RNA polymerase 2 (RDR2). The Pol IV/RDR2 derived dsRNA is cleaved by the RNaseIII DICER protein DCL3 into 23–24 nucleotide (nt) small interfering RNAs (siRNAs) and these 24 nt siRNAs are incorporated into either the Argonaute 4 (AGO4) or AGO6 proteins [4]. In the nucleus, the siRNA-loaded AGO4/AGO6 can base pair with a nascent non-coding RNA still attached to its DNA template produced by Pol V, a second plant-specific paralog of Pol II. The Pol V transcript acts as a scaffold for protein assembly, and interaction between AGO4/6 and the Pol V transcript results in the recruitment of the protein DRM2 to methylate the cytosines of the corresponding locus.

Pol IV is recruited to and transcribes regions of the genome that have reduced histone acetylation, undergo CG-context maintenance methylation, and are enriched for H3K9me2 [5, 6], heterochromatic marks that decorate regions of the genome inhibited for mRNA production. Canonical Pol IV-targeted RdDM (Pol IV-RdDM) is known to reinforce DNA methylation at regions of TE heterochromatin adjacent to genes [7, 8]. Several laboratories have recently investigated how DNA methylation is initiated at a region of the genome that is actively producing an mRNA and is not already silenced. These investigations have uncovered various “non-canonical” mechanisms of RdDM, which do not rely on Pol IV, but rather are triggered by Pol II mRNA transcripts [9–13]. Pol II TE mRNAs can undergo degradation via endogenous RNAi into 21–22 nt siRNAs [14, 15]. In Arabidopsis, the TE mRNA is converted into dsRNA via RDR6, and this dsRNA is cleaved into 21–22 nt siRNAs via DCL4 and DCL2, respectively [15]. Originally thought to be only a post-transcriptional mechanism of silencing, several studies have determined that the degradation products of Pol II-derived mRNAs can trigger RdDM [9, 12, 13, 16]. The best characterized of these pathways is RDR6-RdDM, where the RDR6-dependent 21–22 nt siRNAs are incorporated into the AGO6 protein and drive RdDM in a Pol V and DRM2-dependent manner [16].

There are only a few known targets of RDR6-RdDM [12, 16]. This is due to the fact that this pathway acts on Pol II transcriptionally active regions of the genome and over time these regions become transcriptionally silenced and regulated by either Pol IV-RdDM or by the maintenance methylation pathway that is not dependent on small RNAs [7, 17]. Maintenance methylation occurs separately for each cytosine sequence context, with CG methylation propagated by MET1, CHG (where H = A, C or T) by CMT3, and CHH context methylation by CMT2 [17–19]. Like Pol IV, CMT2 and CMT3 are guided to previously silenced loci by the H3K9me2 heterochromatic mark [17, 20]. CHH context maintenance methylation is low compared to CG or CHG [17] and therefore RdDM (which targets all cytosine contexts equally) has traditionally been assayed by investigating the CHH methylation level [21, 22].

Maintenance methylation of TEs is coordinated by Decrease in DNA methylation 1 (DDM1) [23], a *swi/snf* family chromatin remodeling protein. DDM1 specifically regulates TEs and in *ddm1* mutants TEs undergo loss of H3K9me2, CG DNA methylation, and heterochromatin condensation [23, 24]. This results in genome-wide TE transcriptional activation [23] and the triggering of the RNAi mechanism to degrade TE mRNAs into 21–22 nt siRNAs [15, 25]. In *ddm1* mutant plants, TE transcriptional silencing cannot be regained and therefore the cell is stuck in a perpetual cycle of attempted re-silencing via RdDM. Re-targeting of TEs for silencing, and in particular CHH hyper-methylation, is a conserved consequence of TE activation via *ddm1* mutation in Arabidopsis, maize, and rice [12, 26, 27]. *ddm1* mutants display unmatched resolution of the mechanisms the cell uses to re-silence TEs [28, 29]. Investigation of *ddm1* mutants lead to the discovery of RDR6-RdDM [12, 16]; however, the genome-wide roles RDR6-RdDM have been a continued question. For example, what are the additional targets and the overall role of RDR6-RdDM, is this the sole non-canonical RdDM mechanism that functions genome-wide, and why are particular TEs targeted to undergo non-canonical forms of RdDM while others are not? To address these questions, we created a genome-wide DNA methylation and small RNA dataset in 20 key RdDM mutants that span both the TE-silent and TE-active contexts, providing insight to the pathways the plant uses to target DNA methylation to specific TEs.

## Results

### RDR6-RdDM targets many transcriptionally active TEs

The switch from an epigenetically silenced state to transcriptional activation is known to trigger Pol II expression-dependent mechanisms of TE silencing such as RDR6-RdDM on the single-locus level [12]. To examine genome-wide methylation states of both active and inactive TEs, we generated a dataset containing whole-genome MethylC-seq of nine key RdDM mutant genotypes in the wild-type Columbia (wt Col) background as well as the same nine mutant genotypes in the *ddm1* mutant background. TE transcription is globally reactivated in the *ddm1* mutant (Additional file 1: Figure S1) [23], whereas the  RdDM mutants that we investigated generally do not show TE transcriptional reactivation or at least not nearly as severe of a transcriptional reactivation compared to *ddm1*. For example, even in *pol V* mutants, which are defective for all RdDM [30], global TE activation is minimal compared to *ddm1* (Additional file 1: Figure S1) [19, 22]. Therefore, in this study any genotype without *ddm1* is referred to as the TE-silent context and our dataset distinguishes RdDM types in both the TE-silent context and the globally reactivated *ddm1* TE-active context.

We determined that using only uniquely mapping sequencing reads resulted in reduced coverage of repetitive TE regions; however, sequencing coverage was high enough to assay RdDM dynamics of individual TE copies (see “Methods,” Additional file 2: Results, and Additional file 3: Figure S2). To identify the regions of the genome targeted by RDR6-RdDM (and contrast them to the regions regulated by Pol IV-RdDM), we identified differentially methylated regions (DMRs) between all of the genotypes (see “Methods”). Aligning the DMRs, we find that the average wt Col and *rdr6* CHH methylation patterns are indistinguishable, demonstrating that RDR6-RdDM plays a minor genome-wide role in the TE-silent context (Fig. 1a, replicate data in Additional file 4: Figure S3A). In contrast, *pol IV* mutants lose methylation from the DMRs, confirming that Pol IV-RdDM functions to target CHH methylation on a genome-wide level in the TE-silent context (Fig. 1a) [22, 31]. In addition, we assayed the loss of methylation when both RDR6- and Pol IV-RdDM are lost (in *pol IV rdr6* double mutants) and found that this methylation level is slightly reduced compared to the *pol IV* single mutant (Fig. 1a), demonstrating that RDR6-RdDM plays a minor role when Pol IV-RdDM is mutated (see section below on RdDM compensation). In the *ddm1* TE-active context, the overall CHH methylation level is reduced compared to the TE-silent context (Fig. 1a, replicate data in Additional file 4: Figure S3A) [19]. In addition, the *ddm1 rdr6* double mutant shows lower CHH methylation compared to the *ddm1* single mutant (Fig. 1a, replicate data in Additional file 4: Figure S3A), demonstrating a genome-wide role for RDR6-RdDM when TEs are reactivated.

**Fig. 1:**
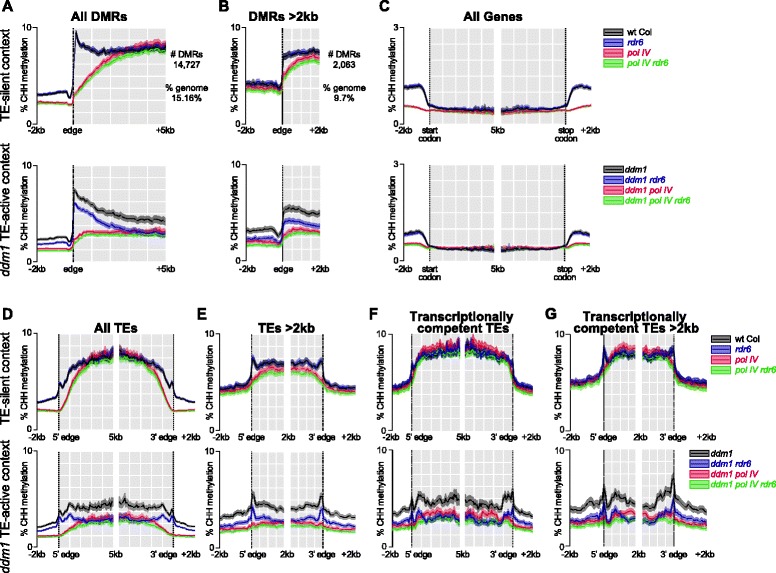
*Meta-plots* of CHH methylation levels in TE-silent and TE-active contexts. **a** Average CHH methylation percentage across all DMRs identified in the TE-silent (*top*) or *ddm1* TE-active (*bottom*) contexts. **b** Analysis of DMRs longer than 2 kb. **c** Alignment of all genes by their 5′ start and 3′ stop codons. **d** Alignment of all TEs by their 5′ and 3′ annotated boundaries. Orientation of the TE was determined using the TAIR10 TE annotation. **e** Alignment of all TEs longer than 2 kb. **f** Alignment of the transcriptionally competent subset of 2374 TEs. **g** Alignment of the transcriptionally competent TEs longer than 2 kb. *Solid lines* represent the 100 bp binned average CHH methylation percentages. The variation of individual element data points is represented as the *transparent colored region around the solid lines* (95 % confidence interval of the average)

In both the TE-silent and *ddm1* TE-active contexts, loss of CHH methylation in *pol IV* mutants is reduced near the edge of the DMR and less so in the center of the DMR (Fig. 1a). To determine if this loss is due to Pol IV-RdDM functioning specifically at edges of long DMRs or if this effect is due to Pol IV-RdDM’s preference for short TE targets [19], we investigated only DMRs over 2 kb. We found that in the TE-silent context Pol IV-RdDM functions preferentially on long DMR edges, as the CHH methylation in *pol IV* mutants is lost more at the edge compared to the center of a >2 kb DMR (Fig. 1b). At the same time, we found the peak of high CHH methylation at the DMR edge (compared to the body of the DMR) in wt Col and *ddm1* is a function of small DMRs in our analysis, as when only DMRs >2 kb are assayed, the CHH methylation values in wt Col or *ddm1* are consistent over the length of the entire DMR (compare Fig. 1a to 1b, replicate data in Additional file 4: Figure S3A, B). Therefore, at least in the TE-silent context, Pol IV-RdDM targets short DMRs as well as the edges of long DMRs.

A DMR is a computationally identified feature that may span multiple TEs and genes or which may be as short as 4 bp. We found that analysis of the alignment of CHH methylation states of annotated genomic features (such as genes or TEs) was more informative than an analysis of the arbitrary edges of DMRs. For genes, we find that there is low average CHH methylation that is unaltered by Pol IV- or RDR6-RdDM, and we confirm that Pol IV-RdDM is responsible for gene-flanking methylation [22, 32], while RDR6-RdDM does not act near genes (Fig. 1c). For TEs, similar to our findings with DMRs, we find that *rdr6* shows a CHH methylation loss only in the *ddm1* TE-active context but not the TE-silent context (Fig. 1d, replicate data in Additional file 4: Figure S3D). We also observed that loss of CHH methylation in *ddm1 rdr6* mutants occurs not specifically at the edge (as with Pol IV-RdDM at TE edges, see Fig. 1d), but rather acts over the length of the entire long TE and mostly from the TE internal region (Fig. 1e, replicate data in Additional file 4: Figure S3E). Interestingly, in the TE-active context Pol IV-RdDM acts like RDR6-RdDM throughout the length of the entire >2 kb TE (Fig. 1e). We observed this differential role of Pol IV-RdDM with DMRs as well (Fig. 1b) and these data demonstrate that the function of Pol IV-RdDM to reinforce silencing at short TEs and TE edges expands to silencing TE internal body coding regions when TEs are activated. In addition, for TEs >2 kb we find that the *pol IV rdr6* double mutant has lower CHH methylation levels compared to either the *rdr6* or *pol IV* mutants in either the TE-silent or TE-active context (Fig. 1d, e). This demonstrates that the finding on the single-locus level that some TEs are subject to both Pol IV- and RDR6-RdDM to direct full TE CHH methylation [12, 16] is also true on the genome-wide level.

To assess the role of Pol II expression on RdDM dynamics, we focused our analysis on transcriptionally competent TEs by identifying elements with direct evidence of mRNA production in *ddm1* mutant plants (see “Methods”). For this set of 2374 TEs (7.6 % of all TEs) in the TE-silent context, we find that RDR6-RdDM does not function and Pol IV-RdDM’s role is reduced and primarily contributes to the edges of long TEs (Fig. 1f, g, replicate data in Additional file 4: Figure S3F, G). When this set of TEs is specifically transcribed, we find that RDR6-RdDM plays a larger role in TE methylation compared to Pol IV-RdDM, and this is pronounced in the internal regions of long TEs. Therefore, we conclude that RDR6-RdDM targets transcriptionally active TEs on the genome-wide level.

### Dataset capture of both Dicer-dependent and Dicer-independent RdDM

Recent data have demonstrated that RdDM can occur through a Dicer-independent mechanism by which either transcribed or processed un-Diced RNAs of ~30–40 nt are trimmed into various small RNA sizes including 21–24 nt siRNAs [33–36]. This Dicer-independent production of small RNAs was shown to occur on both Pol IV and Pol II derived transcripts. While Dicer-dependent production generates specific siRNA size classes, Dicer-independent siRNA production creates small RNAs of all sizes, known as small RNA laddering [35]. We aimed to remove all Dicer-dependent and Dicer-independent TE RdDM at the same time by using a *pol IV rdr6* double mutant. The *pol IV* mutation abolishes Pol IV transcript accumulation upstream of Dicer-independent or Dicer-dependent siRNA production [33, 36]. Because we cannot mutate Pol II’s function without affecting essential non-RdDM networks, we mutated *rdr6* to block the production of dsRNA from Pol II transcripts. 

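Small RNAs were sequenced from inflorescences of 12 genotypes, of which 5 have functional DDM1 (the TE-silent context) and 7 are in the *ddm1* background (the TE-active context). Of the 19 libraries, 14 are pairs of biological replicates, labelled A and B, of wt Col, *rdr6*, *ddm1*, *ddm1 pol IV*, *ddm1 rdr6*, *ddm1 dcl3* and *ddm1 pol IV rdr6*. The genotypes *pol IV*, *pol IV rdr6*, *dcl3*, *ddm1 rdr2* and *ddm1 pol V* have 1 library each, so their values have no replicate error. The authors trimmed the reads, removed low-quality reads, kept reads of 18–28 nt and collapsed them to distinct sequences, each deposited with its read count (11 libraries from earlier studies) or with its RPM (8 libraries of this study). Each low RPM value was a whole multiple of the RPM of 1 read in its library, and the read counts were recovered from this step. The libraries held between 1479287 reads (*rdr6* replicate A) and 11281895 reads (*ddm1 rdr2*), with a median of 3643541. All deposited reads matched the TAIR10.1 genome, and 0.754% to 6.42% of them matched rRNA or tRNA genes. RPM was computed per size class from the reads that lay within a region and matched 1 place in the genome with 0 mismatches, divided by all genome-matched reads of 18–28 nt. At these depths, 3 reads correspond to 0.266 RPM in *ddm1 rdr2* and to 2.03 RPM in *rdr6* replicate A. TE siRNAs were counted within 3894 nuclear TE genes, the loci that the annotation of this genome lists as pseudogenes with no transcript and with no description other than a transposon. Of these loci 29 carry such a description, and the others were taken as TE genes because they carry none. The paper's methylation analysis used annotated TE elements and fragments instead, so totals over TE genes cover a different set. These TE genes have a median length of 2043.5 bp and together cover 9372683 bp. Single elements and subfamilies that the paper names, such as *Athila6A*, were not analysed here, except At5TE76210, which was counted as the blue box of Fig. 3a. PCR duplicates cannot be told apart in these reads, so intervals and detection limits cover counting error only.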

By using siRNA laddering as a consequence of Dicer-independent siRNA production, we find that loci that undergo Pol II-dependent RdDM require RDR6 production of dsRNA before either Dicer-dependent or Dicer-independent RdDM (Fig. 2). For example, the TAS3 locus loses CHH methylation in *rdr6* but not *pol IV* mutants (Fig. 2a), confirming that the TAS3 locus is a target of RDR6-RdDM in the TE-silent context [9]. When RDR6 is functional and DCL2, DCL3, and DCL4 are mutated, Dicer-independent processing occurs and generates a ladder of TAS3 siRNA sizes (Fig. 2b) [34, 35]. However, when RDR6 is non-functional (in the *rdr6* mutant), TAS3 siRNAs and laddering are not produced, demonstrating that RDR6 is upstream of Dicer-independent processing (Fig. 2b). 

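The TAS3 locus (At3g17185) spans 5861491–5862437 on chromosome 3. It produced 649 ± 432 RPM of 21 nt siRNAs (SD, n = 12) in the libraries with functional RDR6, from 337.7 RPM in *dcl3* to 1824 RPM in *pol IV*. In the libraries that carry the *rdr6* mutation it produced 19.4 ± 24.1 RPM (SD, n = 7), which is 2.99% of that mean. Each of the 7 *rdr6*-mutant libraries stood below each of the 12 others (log2 ratio −5.06, two-sided exact permutation test, p = 0.000496, with 1.98e-05 as the smallest p that the design allows). In permutations within the replicate letters, added after seeing the data and limited to libraries with a letter, it was −5.66 (6 against 8 libraries, exact p = 0.000816). The difference was present within each of the 3 sets in which the libraries were released. The log2 ratio was −6.07 in the first earlier set (2 against 2 libraries, exact p = 0.33), −5.42 in the second earlier set (2 against 5 libraries, exact p = 0.238) and −4.42 in the set released with this study (3 against 5 libraries, exact p = 0.0357). In the TE-silent context alone, the 3 *rdr6*-mutant libraries averaged 30.3 RPM and the 4 others 776.9 RPM (exact permutation test, p = 0.0857). The *pol IV rdr6* library had 72.2 RPM, while *rdr6* had 9.35 ± 1.74 RPM (SD, n = 2). Over all sizes from 18 to 28 nt, TAS3 produced 10.1 and 13.5 RPM in the *rdr6* replicates, 562 and 835 RPM in the wt Col replicates and 469.7 RPM in *dcl3*. With reads of annotated miRNA genes as the denominator, the alternative that moved it most, the log2 ratio was −5.88.

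**Figure D1:**
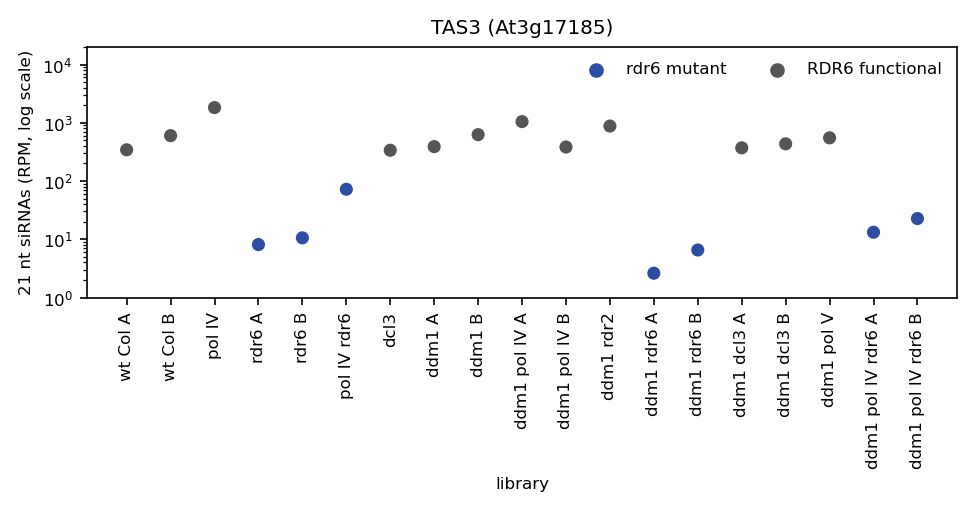
TAS3 siRNAs of 21 nt (RPM, log scale) in each of the 19 libraries, with *rdr6*-mutant libraries in blue and libraries with functional RDR6 in grey. The blue points lie between 2.61 and 72.2 RPM and the grey points between 337.7 and 1824 RPM.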

The same is true of TE siRNAs: in the TE-silent context they are all dependent on Pol IV (Fig. 2c) and in the TE-active context siRNA laddering does not occur in the *ddm1 pol IV rdr6* triple mutant as it does in *ddm1 dcl3* (Fig. 2d). This result demonstrates that like Pol IV activity, RDR6 activity on TE mRNAs occurs before the Dicer-independent siRNA production that generates siRNA laddering. Therefore, the *pol IV rdr6* double mutant represents the removal of the majority of the upstream dsRNA that drives Dicer-dependent or Dicer-independent RdDM in either the TE-silent or TE-active context. 

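Over the TE genes, wt Col produced 30894 ± 589 RPM of 24 nt siRNAs (SD, n = 2) and the *pol IV* library 314 RPM, or 1.02% of the wt Col mean (log2 ratio −6.62). This difference has no replicate check in *pol IV*, and it is far larger than the log2 SD of 0.03 between the wt Col replicates. The *rdr6* mutant kept 36191 ± 371 RPM (SD, n = 2), the *pol IV rdr6* library 1479 RPM and the *dcl3* library 4105 RPM. TE siRNAs of 21–22 nt fell from 5421 ± 554 RPM in wt Col (SD, n = 2) to 237 RPM in *pol IV* and rose to 26356 RPM in *dcl3*. Because 72.7% of the reads in *pol IV* matched miRNA genes, against 21.0% and 25.7% in the wt Col replicates, the choice of denominator matters, and per miRNA read the log2 ratio of *pol IV* to wt Col was −8.28. Laddering was measured as TE reads of 18–28 nt outside 21–24 nt. In the TE-active context it was 7323 ± 487 RPM in *ddm1 dcl3* and 1149 ± 223 RPM in *ddm1 pol IV rdr6* (SD, n = 2 each; log2 ratio −2.67; two-sided exact permutation test, p = 0.33, the smallest p that 2 against 2 libraries allow; −2.82 and −2.55 in the pairs of replicates A and B, a paired comparison added after seeing the data). The mean was 1928 RPM in *ddm1*, with an SD of 22.8 RPM (n = 2), and ranged from 1542 RPM (*ddm1 rdr6*) to 2854 RPM (*ddm1 pol V*) in the remaining genotypes. As a share of all TE reads of 18–28 nt, reads outside 21–24 nt made up 16.1 ± 2.27% in *ddm1 pol IV rdr6* and 13.6 ± 1.34% in *ddm1 dcl3* (SD, n = 2 each). By this measure the direction of the means was reversed (log2 ratio 0.25). The reversal rested on the A replicates (17.7% against 12.6%), since the B replicates hardly differed (14.54% against 14.52%). The 2 genotypes differed in their total TE reads, with 7287 ± 2403 and 54020 ± 1733 RPM (SD, n = 2 each). Over whole libraries, *ddm1 pol IV rdr6* had more reads of 28 nt (58104 and 41256 RPM) than *ddm1 dcl3* (20460 and 24355 RPM). Its reads matching rRNA or tRNA genes were also more frequent (6.42% and 4.68% against 1.58% and 1.63%). At 25 nt only its replicate A was higher (49360 and 32509 against 36606 and 37749.5 RPM). The share therefore does not show that TE laddering remained.

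**Figure D2:**
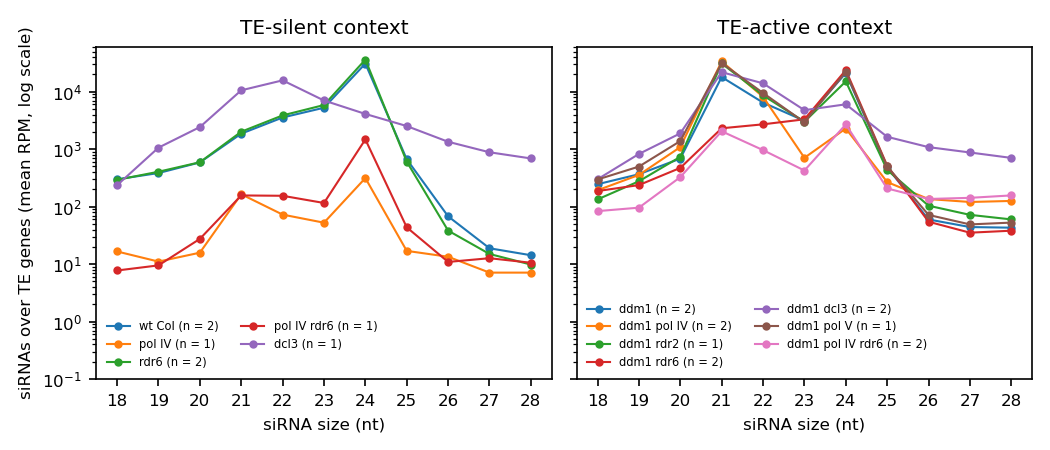
Mean RPM of uniquely matching reads over the TE genes at each size from 18 to 28 nt (log scale), one line per genotype, in the TE-silent (left) and TE-active (right) contexts. The peak at 24 nt is lowest in *pol IV* (314 RPM), and *dcl3* and *ddm1 dcl3* carry the most reads above 24 nt.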

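TE siRNAs of 21–22 nt, the sizes made from TE mRNAs by way of RDR6, reached 24470 ± 2866 RPM in *ddm1* and 5020 ± 17.2 RPM in *ddm1 rdr6* (SD, n = 2 each). They were 41894 ± 6644 RPM in *ddm1 pol IV* and 3014 ± 999 RPM in *ddm1 pol IV rdr6* (SD, n = 2 each). Among 1750 TE genes tested with limma on log2 RPM, 321 had fewer and 65 had more 21–22 nt siRNAs in *ddm1 rdr6* than in *ddm1* at a Benjamini-Hochberg adjusted p under 0.05. In a fit of the 4 compared libraries alone, whose filter keeps 387 TE genes, 237 were called. With the replicate letter as a block 233 were called, 204 of them with fewer siRNAs. Deviations of libraries that share a letter had a correlation of 0.0186 across TE genes, so no pairing was seen at that level. Pairing of whole libraries is not excluded. The share of miRNA reads was lower in replicate A than in B in every pair except *ddm1 pol IV* (32.3% and 31.3%). The TE gene AT4G06517 (chromosome 4, 3280501–3282444) had 400.2 and 384 RPM in the *ddm1* replicates and 0 reads in both *ddm1 rdr6* replicates (log2 fold change −11.94, standard error 0.51, adjusted p = 1.49e-09 from limma). In the TE-silent context, 2 of the 1750 TE genes differed between *rdr6* and wt Col, AT5G32518 and AT3G33077, with 0 reads in wt Col and at most 7 reads per *rdr6* replicate, and 123 had an unadjusted p under 0.05 in limma. Neither is among the 508 TE genes that pass the filter in the 4 compared libraries alone, where 0 were called without the block (29 at an unadjusted p under 0.05) and with it (31; same-letter correlation 0.0592). Between *ddm1* and wt Col, edgeR's quasi-likelihood test on the libraries with deposited counts called 695 of 1121 TE genes, 316 with more and 379 with fewer 21–22 nt siRNAs in *ddm1*. The compared libraries alone (588 TE genes tested) gave 234 with more and 224 with fewer, and with the block 222 and 198 (same-letter correlation −0.0428). More rose than fell also with miRNA reads as the library size (331 and 314), with weighted multiple matches (660 and 573) and with DESeq2 on library sizes (193 and 94), the last chosen after seeing the data, so the prevailing direction is not settled. The TE gene AT5G17125 (chromosome 5, 5630538–5634764) rose from 0 reads in both wt Col replicates to 353 and 329 RPM in *ddm1* (log2 fold change 13.14, standard error 0.97 derived from the F statistic, adjusted p = 4.77e-38 from edgeR). Counting reads that match several places, weighted by their number of matches, changed these numbers most, to 825 TE genes for *ddm1 rdr6* and to 1233 for *ddm1*.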

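At the level of single TE genes, 24 nt siRNAs were compared with *ddm1* in the mutants that block siRNA production upstream of or at dicing. In *ddm1 pol IV*, 1298 of 2401 TE genes had fewer and 18 had more 24 nt siRNAs than in *ddm1* (limma on log2 RPM, adjusted p under 0.05). No *ddm1* library was released together with the *ddm1 pol IV* libraries, so these calls for single TE genes do not separate genotype from release. Summed over TE genes, the TE-active libraries of that release with functional Pol IV kept their 24 nt siRNAs. They had 22970 RPM (*ddm1 rdr6* replicate B), 22099 RPM (*ddm1 pol V*) and 15121 RPM (*ddm1 rdr2*). The *ddm1 pol IV* replicates had 2277 and 2306 RPM, which argues against release as the cause of the summed loss. In *ddm1 pol IV rdr6*, 1132 of 2271 TE genes had fewer and 58 had more (edgeR's quasi-likelihood test, adjusted p under 0.05). In *ddm1 dcl3*, 844 of the same 2271 had fewer and 257 had more, by the same test. In *ddm1* itself, 1176 had fewer and 316 had more than in wt Col. In fits of the compared libraries alone, which test fewer TE genes, the number of changed TE genes was 768 in *ddm1 pol IV*, 798 in *ddm1 pol IV rdr6*, 743 in *ddm1 dcl3* and 1326 for *ddm1* against wt Col. With the replicate letter as a block it was 770, 755, 755 and 1085, in the same order. The same-letter correlations behind these paired fits were 0.00466, 0.00128, 0.0112 and −0.0421, also in that order. The TE gene AT5G32358 (chromosome 5, 11994408–11998634) lost its 24 nt siRNAs in *ddm1 pol IV rdr6* (log2 fold change −12.09, standard error 1.28 derived from the F statistic, adjusted p = 1.01e-17 from edgeR). AT2G03650 (chromosome 2, 1109237–1110411) lost its own in *ddm1 pol IV* (log2 fold change −10.45, standard error 0.53, adjusted p = 2.08e-08 from limma). With DESeq2's own size factors more TE genes rose than fell in *ddm1 pol IV* (481 against 60), in *ddm1 pol IV rdr6* (342 against 198) and in *ddm1 dcl3* (255 against 192). These factors are set on the TE genes themselves, so they remove a loss that most TE genes share. With library sizes as DESeq2's size factors, a choice made after seeing the data, more fell than rose in the same 3 genotypes (5 against 992, 18 against 662 and 55 against 195), so the turn does not count against the loss. TMM normalization kept the direction in *ddm1 pol IV* (171 against 899) and *ddm1 pol IV rdr6* (337 against 533) but not in *ddm1 dcl3* (580 against 251), and miRNA reads as the library size kept it in all 3 (13 against 1373, 5 against 1387 and 273 against 794). Over all TE genes, 24 nt siRNAs were 21148 ± 1175 RPM in *ddm1*, 2291 ± 20.6 RPM in *ddm1 pol IV*, 2698 ± 1019 RPM in *ddm1 pol IV rdr6* and 6039 ± 2054 RPM in *ddm1 dcl3* (SD, n = 2 each). The *ddm1 rdr2* library kept 15121 RPM, 71.5% of the *ddm1* mean, while *ddm1 pol IV* kept 10.8%. From the loss of siRNAs and of laddering without Pol IV and RDR6, the paper concludes that the *pol IV rdr6* mutant lacks most of the dsRNA that feeds both Dicer-dependent and Dicer-independent RdDM.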

Correspondingly, we find that Pol IV and RDR6 are responsible for nearly all TE RdDM in the TE-silent or TE-active contexts (Fig. 1d, e, Additional file 2: Results, and Additional file 5: Figure S4A), but this level is not 100 % as we have identified a distinct pathway of TE RdDM that is not dependent on either Pol IV or RDR6 (see below).

**Fig. 2:**
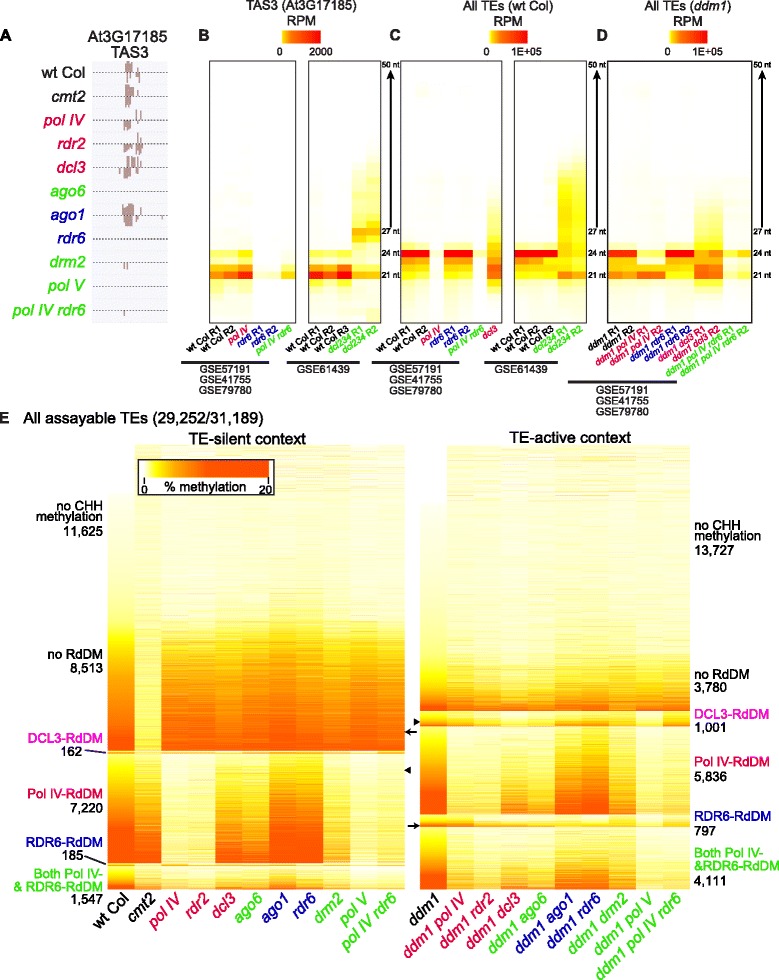
Genome-wide distribution of TE CHH methylation pathways. **a** CHH methylation levels of the RDR6-RdDM targeted locus TAS3. Track scale is 0–50 %. **b** TAS3 small RNA size and abundance *heat maps* in the TE-silent context. *R1*, *R2*, and *R3* signify independent biological replicates. **c** Small RNA size and abundance *heat maps* for all perfectly and uniquely mapping TE small RNAs in the TE-silent context. **d** Small RNA size and abundance *heat maps* for all perfectly and uniquely mapping TE small RNAs in the TE-active context. *GSE numbers* represent the data source. **e** *Heat map* representing CHH methylation values for individual TEs (*rows*). The *columns* represent different genotypes assayed. *Numbers* represent the amount of TEs targeted by each corresponding CHH methylation pathway. TEs change position between the TE-silent (*left*) and *ddm1* TE-active (*right*) panels. The location of the *Athila6A* TE analyzed in Additional file 3: Figure S2C is shown as an *arrow*, while the TE shown in Fig. 3a is marked with an *arrowhead*. Genotypes are color-coded based on the methylation pathway (*black* = maintenance methylation (no RdDM), *red* = Pol IV-RdDM, *blue* = RDR6-RdDM, *green* = contributes to both Pol IV-RdDM and RDR6-RdDM)

### Upon TE transcriptional activation, three RdDM mechanisms target genome-wide TE methylation

To characterize the methylation pathways that act on each TE genome-wide, we calculated the CHH methylation level for each of the annotated TE elements and fragments in the Arabidopsis genome (31,189). We were able to successfully cover and individually assay 29,252 (93.8 %) of all TEs, with the majority of TEs lost representing small high-copy TE fragments. We grouped TEs by their mechanism of CHH methylation: no CHH methylation, Pol IV-RdDM (dependent on Pol IV), RDR6-RdDM (dependent on RDR6), and maintenance methylation (not dependent on any RdDM) (see “Methods”) (Fig. 2e). The corresponding CG and CHG methylation analysis is shown in Additional file 6: Figure S5 and replicate data of CHH methylation patterns for key genotypes is shown in Additional file 4: Figure S3H. Similar to the TEs that have been individually investigated and determined to be targets of RDR6-RdDM [12, 16], we found that both RDR6-RdDM and Pol IV-RdDM can target the same TE, providing a distinct co-regulated category (Fig. 2e). In addition, we identified a category of TEs that are methylated by a new pathway of DCL3-dependent 24 nt siRNAs which are not produced from Pol IV, a pathway we refer to as DCL3-RdDM (see below).

Genome-wide distribution of TE CHH methylation in the TE-silent context demonstrates that roughly one-third of TEs do not have CHH methylation, roughly one-third of TEs are not going through RdDM and are subject to only maintenance CHH methylation via CMT2, and roughly one-third are regulated by Pol IV-RdDM (Fig. 2e). This confirms that when TEs are silenced, maintenance methylation and Pol IV-RdDM are the major pathways that mutually exclusively target TE CHH methylation [7]. We find that *pol IV* and *rdr2* mutants have less TE CHH methylation than *dcl3* mutants (Fig. 2e), supporting the Dicer-independent function of Pol IV/RDR2-derived siRNAs in RdDM [35, 36]. On a genome-wide level very few TEs are targeted by DCL3-RdDM or RDR6-RdDM in the TE-silent context, although this number is not zero and we have previously identified a TE that is subject to RDR6-RdDM in wt Col [16]. Consequently, very few TEs in the TE-silent context are regulated by AGO1 and the TEs regulated by AGO6 are targeted through 24 nt siRNAs and the Pol IV-RdDM pathway (Fig. 2e). In addition, we find evidence of 1547 TEs that are primarily targeted by Pol IV-RdDM, but upon loss of Pol IV, these TEs have low levels of RDR6-dependent CHH methylation, demonstrating that they are acted upon by both Pol IV-RdDM and RDR6-RdDM (Fig. 2e). By analyzing mutants that at the same time lose both Pol IV- and RDR6-RdDM, we are able to detect that these two distinct pathways do not function completely independently, but rather one can compensate for the loss of the other (Additional file 7: Figure S6).

We find on the genome-wide level that RdDM regulates more TEs when they lose transcriptional silencing and this is due to an increased number of TEs targeted by the Pol II expression-dependent RdDM pathways (Fig. 2e) (Additional file 5: Figure S4B). Compared to the TE-silent context, in the TE-active context we observe in our dataset an increase in the number of TEs that go through RDR6-RdDM (4.3-fold higher in Fig. 2e), DCL3-RdDM (6.2-fold higher), and the Pol IV-/RDR6- co-regulated RdDM category (2.7-fold higher). We find that roughly one-third (31.6 %) of TEs with CHH methylation in the TE-active context are regulated by RDR6-RdDM (either RDR6-RdDM alone or co-regulated with Pol IV-RdDM). We used the TEs identified in our analysis as regulated by RDR6-RdDM to investigate a replicate dataset and determined that ~50 % of TEs are not covered in the replicate dataset, ~25 % display RDR6-dependent methylation in both datasets, and ~25 % failed to replicate (Additional file 4: Figure S3I). The fraction of RDR6-RdDM TEs that could not be replicated may either be false positives in our analysis or bona fide RDR6-RdDM targets identified but not replicated as a result of the four-fold increase in TE methylation resolution between datasets (Additional file 4: Figure S3J) due to our improved TE mappability (see “Methods” and Additional file 2: Results). Our data prove that RDR6-RdDM does not just function on three TEs (as previously shown [12, 16]), but rather hundreds of individual TEs, and this pathway was likely previously not identified due to the lack of transcriptionally active TEs in wt Col and the activity of Pol IV-RdDM on many of the same TE target loci. A corresponding reduction (we find 2.3-fold) takes place in the number of TEs regulated by maintenance methylation in the *ddm1* TE-active context, demonstrating that DDM1 functions in preserving maintenance methylation-based transcriptional silencing [19]. Of the TEs that undergo any type of RdDM in the TE-silent context, the majority (we find 71.9 %) still undergo RdDM in the *ddm1* TE-active context, while the other TEs lose CHH methylation completely (Additional file 5: Figure S4C). Pol IV-RdDM is still the major RdDM mechanism targeting TEs in *ddm1*, as the number of TEs that undergo Pol IV-RdDM (without RDR6-RdDM) in the *ddm1* background is roughly equal (we find a 1.3-fold change) compared to TE-silent context (and we find a 1.1-fold change when the RDR6 co-regulated pathway is considered). When focused on only transcriptionally competent TEs in the TE-active context, the Pol II-expression dependent RdDM pathways play a pronounced role: we find RDR6-RdDM is 17.4-fold higher, DCL3-RdDM is 18.4-fold higher, and the co-regulated RDR6- and Pol IV-RdDM pathway is 3.6-fold higher compared to the TE-silent context. At the same time, Pol IV-RdDM has decreased function on transcriptionally active TEs (we find a 0.6-fold change) (Additional file 8: Figure S7A). Therefore, we conclude that RDR6- and DCL3-RdDM are the major activated pathways upon TE transcriptional activation and these pathways preferentially act on TEs transcribed into mRNAs. As a consequence of this shift in RdDM pathways, AGO1 indirectly contributes to the CHH methylation of more TEs (we find four–fold) in the TE-active context due to its role in the production of 21–22 nt siRNAs (Fig. 2e) [15].

In addition to the number of TE targets, we quantified the amount of CHH methylation that each RdDM pathway contributes to their respective targets. We find that in the TE-active context, when all three RdDM mechanisms are active, Pol IV-RdDM is the most efficient and causes the highest level of CHH methylation, while RDR6-RdDM and DCL3-RdDM cause less overall CHH methylation of their targets (Additional file 5: Figure S4D). The higher efficiency of Pol IV-RdDM may be due to the specialization of this pathway and its components away from post-transcriptional silencing to specifically target RdDM.

### Pol II-dependent DCL3-RdDM defines a new mechanism targeting TEs

In our analysis of TE CHH methylation patterns, we identified a category of TEs that loses methylation in *dcl3*, but not in *pol IV* or *rdr2* mutants (Fig. 2e). In the canonical Pol IV-RdDM pathway, Pol IV/RDR2-derived dsRNAs are processed into 23–24 nt siRNAs by DCL3 (reviewed in [2]). To characterize the Pol IV/RDR2-independent mechanism of DCL3-RdDM, we investigated the *AtCopia68* long terminal repeat (LTR) retrotransposon fragment At5TE76210, which is located within an intron of the *Agenet* domain gene At5g52070. We found that CHH methylation of this TE is present in *ddm1*, but lost in the *ddm1 dcl3*, *ddm1 ago6*, *ddm1 drm2*, and *ddm1 pol V* double mutants (Fig. 3a, blue box). Importantly, the CHH methylation is present in *ddm1 pol IV* and *ddm1 rdr2* mutants at a comparable level as the *ddm1* single mutant, demonstrating that the CHH methylation at this TE is not dependent on Pol IV/RDR2. The DCL3-RdDM mechanism requires Pol V, which acts downstream of siRNA production [37, 38]. Therefore, the downstream chromatin-bound portion of the DCL3-RdDM pathway acts similar to RDR6- and Pol IV-RdDM to target Pol V scaffolding transcripts with AGO-bound siRNAs, while it is only the upstream siRNA-producing portion of the pathway that differs. This DCL3-RdDM mechanism is responsible for the methylation of few TEs in the TE-silent context, but plays a larger role in CHH methylation of TEs in the *ddm1* TE-active context (Fig. 2e) and an even greater role on transcriptionally competent TEs (Additional file 8: Figure S7A), again demonstrating that this mechanism is likely dependent on Pol II transcription of its target loci.

**Fig. 3:**
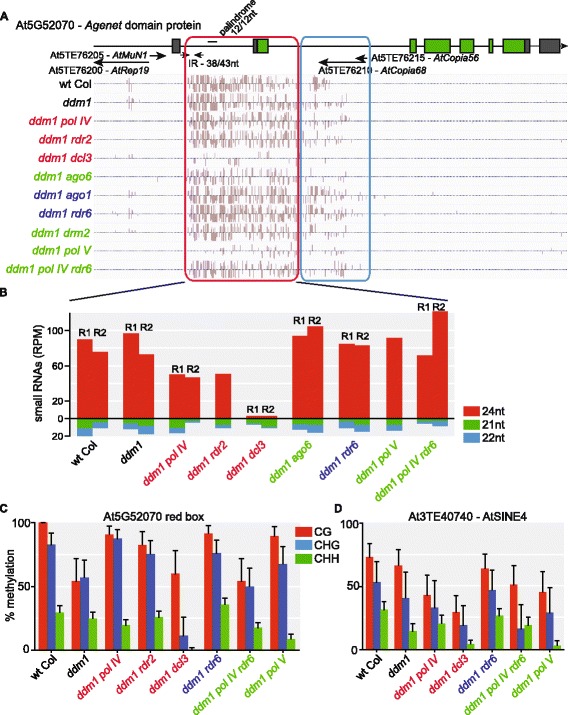
Single-locus characterization of the DCL3-RdDM pathway. **a** CHH methylation of the *AtCopia68* family fragmented TE At5TE76210 (*blue box*), which is located in the second intron of the *Agenet* domain gene At5G52070. The CHH methylation pathway targeting this TE fragment is additionally responsible for the CHH methylation of the adjacent genic introns and exon (*red box*), which contain small inverted repeat (IR) and palindromic sequences. **b** Quantification of perfectly and uniquely mapping small RNAs generated from the single copy genic region from part A (*red box*) that is targeted by DCL3-RdDM. **c** Single-locus bisulfite sequencing of biological replicate samples for the region of the At5G52070 gene in the *red box* in (**a**). **d** Single-locus bisulfite sequencing of biological replicate samples for the DCL3-RdDM target TE At3TE40740 (AtSINE4). *Error bars* in (**c**) and (**d**) indicate the 95 % confidence interval. *Coloring* of genotype labels is the same as in Fig. 2

We next aimed to characterize the siRNAs that target the DCL3-RdDM pathway. This is complicated by the fact that DCL3-RdDM targeted TEs generally have low siRNA mappability (0.78, while 1.0 equals all siRNAs map uniquely; see Additional file 2: Methods for explanation of mappability calculation) and this complicates the analysis of exactly which siRNAs are produced from these loci. We chose in Fig. 3a to investigate At5TE76210 because the methylation of the TE extends beyond the TE boundary into the single-copy sequence of the At5g52070 gene (Fig. 3a, red box). Therefore, we could unambiguously map siRNAs to this region of the genome and determine which siRNAs are driving its RdDM. 

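The red box was located from the exons drawn in Fig. 3a and spans 1106 bp, 21161399–21162504 on chromosome 5 of TAIR10.1. It starts in intron 1 of At5g52070, includes exon 2 (21162096–21162208) and ends in intron 2. All 1083 sequences of 24 nt that lie within it occur once in the genome, as do the 651 within the blue box (21162523–21163196). The red box also holds a miRNA gene, MIR4245 (AT5G07875), which is annotated on the same strand as At5g52070 within intron 1. Its precursor spans 21161506–21161652 and its mature miRNA 21161609–21161629. The bisulfite primers of Table S2 match the genome around 21161833–21162269 (437 bp, with 0 and 2 mismatches), a region that lies within the red box and does not overlap the miRNA precursor. It is called the bisulfite amplicon here.

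**Figure D3:**
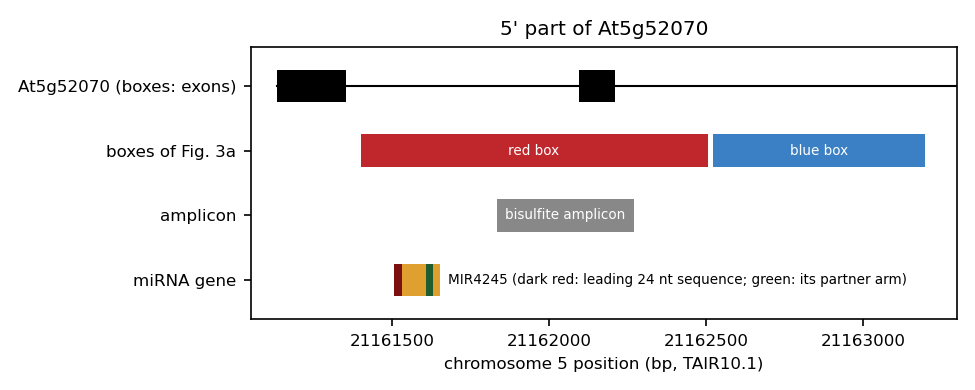
Map of the 5′ part of At5g52070 on chromosome 5, drawn to scale in bp, with the exons, the boxes of Fig. 3a, the bisulfite amplicon and MIR4245. The miRNA gene lies at the left end of the red box and ends at 21161652, to the left of the amplicon, which starts at 21161833.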

We find that 24 nt siRNAs are abundantly produced from this genic region in both wt Col and *ddm1*, and the majority of these 24 nt siRNAs are not dependent on Pol IV or RDR2 in the *ddm1* TE-active context (Fig. 3b). This continued production of 24 nt siRNAs in *ddm1 pol IV* or *ddm1 rdr2* mutants correlates with the continued targeting of this region by RdDM in these mutants (Fig. 3a, red box). 

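In the red box, 24 nt siRNAs were present at 52.8 ± 25.7 RPM in wt Col and 69.6 ± 9.74 RPM in *ddm1* (SD, n = 2 each). They were at 48.6 ± 2.27 RPM in *ddm1 pol IV* (SD, n = 2), 69.8% of *ddm1* (log2 ratio −0.52, two-sided exact permutation test, p = 0.33, the smallest p possible here; −0.61 and −0.42 in the pairs of replicates A and B, a paired comparison added after seeing the data). Per miRNA read they were at 40.3% of *ddm1* (log2 ratio −1.31). The *ddm1 rdr2* library had 46.6 RPM, 67.0% of *ddm1* (log2 ratio −0.58, 1 library, no test). Its 24 nt siRNAs over TE genes were also kept, as given for Fig. 2, unlike those of *ddm1 pol IV*. Taken as groups, the TE-active libraries with functional DCL3 that lack Pol IV or RDR2 had 67.3 ± 32.1 RPM (SD, n = 5) and those with both had 70.7 ± 5.88 RPM (SD, n = 5), a difference that the two-sided exact permutation test did not detect (log2 ratio −0.07, p = 0.905, smallest p possible 0.00794). Permuted within the replicate letters (4 against 4 libraries, also added) it was 0.0332 (exact p = 1). Within the set released with this study the log2 ratio was −0.54 (3 against 2 libraries, exact p = 0.1, the smallest possible), and within the second earlier set it was 0.62 (2 against 1 library, exact p = 0.667). One sequence of 24 nt accounted for much of this signal. It made up 45.6% and 51.8% of the 24 nt reads of the red box in the *ddm1* replicates (95% Wilson intervals 39.7–51.5% and 45.3–58.2%), 99.1% and 100% in the *ddm1 pol IV* replicates (96.9–99.8% and 98.0–100%) and 78.3% in *ddm1 rdr2* (74.6–81.6%). The other sequences together had 41.7 and 30.3 RPM in the *ddm1* replicates, 0.435 and 0 RPM in the *ddm1 pol IV* replicates, where 3 reads correspond to 0.652 and 0.754 RPM, and 10.1 RPM in *ddm1 rdr2*. Without this sequence, a choice made after seeing the data, the log2 ratio between the 2 groups of 5 was −3.85 (exact p = 0.00794). With the sequence included and miRNA reads as the denominator, the log2 ratio was −1.12 (exact p = 0.00794).

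**Figure D4:**
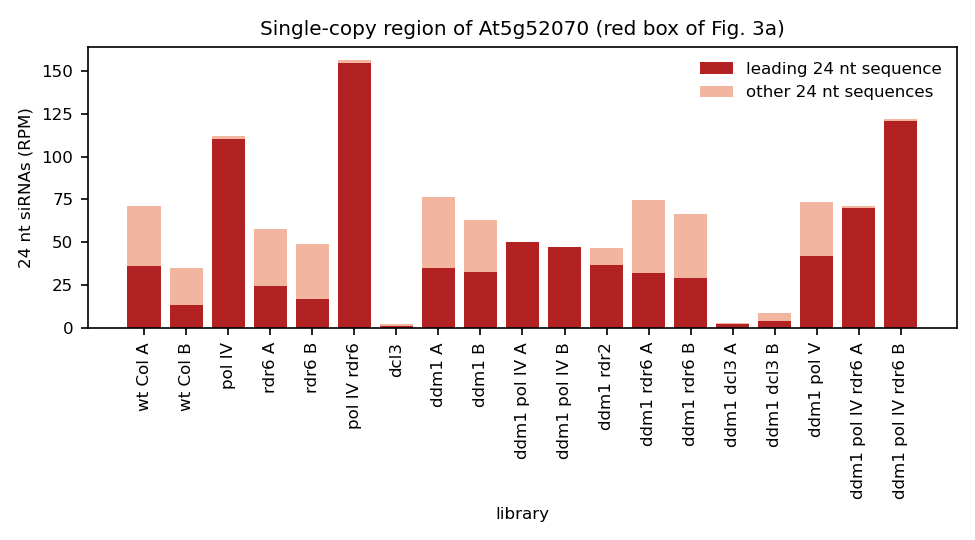
siRNAs of 24 nt in the red box (RPM) in each of the 19 libraries, with the leading sequence in dark red and all other 24 nt sequences stacked above it in light red. In the libraries without Pol IV the bars are almost all dark red, up to 156.4 RPM in *pol IV rdr6*, and in *dcl3* and *ddm1 dcl3* both parts are small.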

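Within the bisulfite amplicon, which is the part of the red box whose methylation was measured in Fig. 3c, 24 nt siRNAs were present at 10.6 ± 0.113 RPM in *ddm1* and 15.7 ± 7.12 RPM in wt Col (SD, n = 2 each). In *ddm1 pol IV* there was no read of 24 nt in either replicate (log2 ratio −6.74 against *ddm1*, exact permutation test, p = 0.33). The *ddm1 rdr2* library had 50 reads, or 4.43 RPM, 41.9% of *ddm1* (log2 ratio −1.23, no test). The blue box, drawn in Fig. 3a around At5TE76210, had 74 and 36 reads of 24 nt in the *ddm1* replicates. It had 0 in both *ddm1 pol IV* replicates and 7 and 0 in the *ddm1 pol IV rdr6* replicates. There were 52 reads (4.61 RPM) in *ddm1 rdr2* and 7 and 1 in the *ddm1 dcl3* replicates. These counts of the blue box were not tested.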

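Across genotypes, the red box of At5g52070 produced 73.2 ± 31.9 RPM of 24 nt siRNAs in the 16 libraries with functional DCL3 (SD, n = 16), with a lowest value of 34.6 RPM. It produced 4.52 ± 3.46 RPM in the 3 libraries with the *dcl3* mutation (SD, n = 3), of which *dcl3* had 2.16 RPM and *ddm1 dcl3* 5.71 ± 3.94 RPM (SD, n = 2). The log2 ratio was −3.99, and the groups did not overlap (two-sided exact permutation test, p = 0.00206, smallest p possible 0.00103). In permutations within the replicate letters, added after seeing the data, it was −3.68 (2 against 12 libraries, exact p = 0.0204, the smallest possible). Within the second earlier set of libraries the log2 ratio was −3.79 (2 against 5 libraries, exact p = 0.0952) and within the set of this study it was −4.95 (1 against 7 libraries, exact p = 0.25). The first earlier set holds no *dcl3* library. Over the bisulfite amplicon the log2 ratio was −3.10 (exact p = 0.156), with 6 Pol IV-mutant libraries of at most 0.396 RPM among those with functional DCL3. Among libraries with functional Pol IV, a choice made after seeing the data, the 10 with functional DCL3 had 4.43 to 22.7 RPM in the amplicon and the 3 *dcl3*-mutant libraries 0.243 to 1.59 RPM (log2 ratio −3.76, exact p = 0.0035, the smallest possible).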

The 24 nt siRNAs and RdDM of this region are only dependent on DCL3 (Fig. 3a–c) and thus this represents a mechanism of Pol IV/RDR2-independent production of 24 nt siRNAs via DCL3, which can target RdDM. The production of these 24 nt siRNAs is independent of RDR2 and RDR6 and therefore this represents a distinct mechanism of 24 nt siRNA production and RdDM from the previously described RDR2-dependent or RDR6-dependent mechanisms [39, 40]. In addition, we used biological replicates and single-locus bisulfite sequencing to verify the activity of the DCL3-RdDM pathway at the gene At5g52070 and a distinct TE (At3TE40740 – AtSINE4) in the *ddm1* TE-active context (Fig. 3c, d), validating our MethylC-seq data analysis and confirming that the DCL3-RdDM mechanism is not an informatic outlier, but rather a distinct pathway that regulates multiple TEs.

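The *ddm1 rdr6* libraries had 70.5 ± 5.86 RPM of 24 nt siRNAs in the red box (SD, n = 2), with a log2 ratio to *ddm1* of 0.02 (two-sided exact permutation test, p = 1; −0.0349 and 0.0815 in the pairs of replicates A and B, a paired comparison added after seeing the data). In *ddm1 pol IV rdr6* the mean was 96.4 ± 36.0 RPM (SD, n = 2; log2 ratio 0.47; exact p = 0.667; −0.11 and 0.96 in the pairs), and the 2 replicates differed by more than its distance from *ddm1*, with 70.9 and 121.8 RPM. In the TE-silent context, *rdr6* had 53.3 ± 5.95 RPM (SD, n = 2), *pol IV* 111.9 RPM and *pol IV rdr6* 156.4 RPM. The leading 24 nt sequence made up 98.5% and 99.5% of these reads in the *ddm1 pol IV rdr6* replicates, 98.6% in *pol IV* and 98.9% in *pol IV rdr6*, but 42.5% and 43.7% in the *ddm1 rdr6* replicates. All other sequences of the red box had 1.09 and 0.648 RPM in the *ddm1 pol IV rdr6* replicates, a log2 ratio to *ddm1* of −5.22 (exact p = 0.33). The amplicon gave a log2 ratio of −5.91 for the same comparison, and the whole red box with miRNA reads as the denominator gave −1.07. In *ddm1 rdr6* the amplicon had 14.2 ± 3.23 RPM (SD, n = 2). From the 24 nt siRNAs that remain in the red box without Pol IV, RDR2 or RDR6 and are lost without DCL3, the paper concludes that this is a mechanism of 24 nt siRNA production distinct from those that need RDR2 or RDR6.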

### TE length is a key determinant for regulation by each type of RdDM

To determine how individual TEs are selected to go through different RdDM types, we analyzed individual elements from the *Athila6A* subfamily of *gypsy* LTR retrotransposons, which are strong targets of RDR6-RdDM in the TE-active *ddm1* context (Additional file 3: Figure S2A, C) [12, 16]. The majority (we find 84.6 %) of *Athila6A* elements are not targeted by RdDM in the TE-silent context and the rest of *Athila6A* TEs are smaller than 2.0 kb (the full-length *Athila6A* consensus element is 11.6 kb) (Fig. 4a). This demonstrates that the TE fragments which are too small to encode all of their own proteins (and thus by definition are non-autonomous) are either targets of RdDM or do not have detectable levels of CHH methylation, while the large potentially full-length elements are maintained in a silenced state by CMT2-based maintenance of methylation [16] and not RdDM (Fig. 4a). When transcriptionally activated, more *Athila6A* elements are targeted by RdDM (62.7 %). Although each RdDM mechanism targets some short TE fragments, we find the median size of the *Athila6A* TE that Pol IV-RdDM targets is a short 219 bp fragment, the median size that DCL3-RdDM targets is an intermediate sized 1.1 kb, while the median size that RDR6-RdDM targets is 4.5 kb (Fig. 4a). These data suggest that different RdDM mechanisms exist for long, intermediate, and short TEs.

**Fig. 4:**
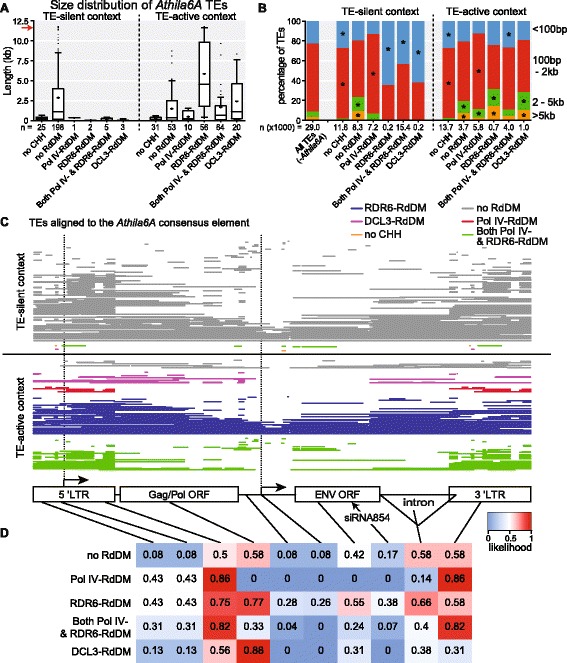
TE size correlates with RdDM pathway. **a** Size distribution of *Athila6A* LTR retrotransposons categorized by their CHH methylation pathway. The *red arrow* is the size of the *Athila6A* autonomous consensus element. *Box plot whiskers* represent 10th–90th percentile while the mean is shown as a plus sign. n = number of TEs in each group. **b** Size categorization of all Arabidopsis TEs (excluding *Athila6A* elements). *Asterisks* represent statistical significance of *p* < 0.001 using a Chi-squared test of homogeneity followed by a multiple comparison test for unequal sample sizes. **c** Individual *Athila6A* element alignment with the annotated consensus sequence (*cartoon at bottom*). Each *horizontal bar* is one element (144 analyzed in each context), where *gaps in the bar* are internal deletions or regions that do not match the consensus element. Bars are *color-coded* for the category of CHH methylation in either the TE-silent (*top*) or TE-active (*bottom*) context. **d** Likelihood *heat map* of each of the landmarks on the consensus element present in an *Athila6A* element for each specific CHH methylation pathway. The data refer to the TE-active context only

To investigate whether the trend of long TEs specifically targeted by RDR6-RdDM is maintained genome-wide, we categorized all TEs (without *Athila6A*) by length. We find that almost all TEs with no detectable CHH methylation are small (under 2.0 kb), while most large TEs (>5 kb) undergo maintenance CHH methylation independent of RdDM in the TE-silent context (Fig. 4b). Importantly, for large TEs there is a genome-wide increase in their targeting by each type of RdDM in the TE-active context: the medium and long TEs (>2.0 kb) are statistically over-represented in the RDR6-RdDM and DCL3-RdDM categories (compared to the total genome TE size distribution) (Fig. 4b). Therefore, we conclude that when expressed, long TEs are preferentially targeted by the RDR6-RdDM and DCL3-RdDM pathways. In addition, we investigated whether TE type, proximity to a gene, position on the chromosome, or copy number correlates with RdDM type (Additional file 9: Figure S8). In contrast to TE size, we found that these other factors do not account for the switch from maintenance methylation in the TE-silent context to RdDM in the TE-active context. We did observe trends such as that the TEs without CHH methylation are typically small, high copy, and on the chromosome arms very close to genes, and that the TEs with CHH methylation that are not targeted by RdDM in the TE-silent context (and therefore undergo CMT2-based maintenance methylation) are primarily centromeric/pericentromeric and are far from genes. Pol IV-RdDM preferentially targets chromosome arm TEs near genes, which correlates with previous data [7, 19, 22]. DCL3- and RDR6-RdDM preferentially target TEs far from genes in the centromere/pericentromere and favor the long LTR retrotransposons that are found at these regions and dominate large plant genomes.

We next aimed to correlate the genetic structure of individual TEs with their specific RdDM regulatory pathway. Most Arabidopsis TEs lack a detailed annotation based on structure and RNA expression data. We characterized the well-studied *Athila6A* consensus TE to define the transcriptional start sites, open reading frames (ORFs), and intron (data summarized in Fig. 4c). We aligned individual *Athila6A* TEs to the full-length annotated consensus element and categorized them by the CHH methylation pathway in either the TE-silent or TE-active context (Fig. 4c). As in Fig. 4a, we find that in the TE-silent context very few *Athila6A* elements are targeted by RdDM and these are only small TE fragments. In the TE-active context, the *Athila6A* elements are spread among the various RdDM categories. Importantly, we find that all full-length elements are specifically targeted by the RDR6-RdDM pathway (Fig. 4c). In addition, Pol IV-RdDM only targets small LTR fragments, while other fragmented or larger internally deleted elements are spread among all of the other CHH methylation pathways, including RDR6-RdDM. Of the known *Athila6A* features required for autonomous transposition (production of all the necessary proteins required for self-mobilization or mobilization of non-autonomous elements), including LTRs, transcriptional start sites, and ORFs, we find the probability of an element to encode this feature correlates with its CHH methylation pathway in the TE-active context (Fig. 4d). For example, elements targeted by Pol IV-RdDM never (in our dataset) contain any of the *Athila6A* internal coding region, while elements targeted by DCL3-RdDM always have an internal deletion of the ENV ORF promoter. Of interest, nearly all elements that retain the ENV ORF promoter are targeted for RDR6-RdDM in our dataset, suggesting that this structure is directing RDR6-RdDM activity on these transcripts. From these data we determine that RDR6-RdDM does not specifically act only on full-length elements, but all full-length and structurally autonomous *Athila6A* elements are targeted specifically by RDR6-RdDM. Therefore, which particular small RNA silencing pathway regulates each TE is influenced by the TE's genetic structure. 

### Structurally autonomous TEs are preferentially targeted by RDR6-RdDM

To determine if the trend of full-length *Athila6A* elements preferentially targeted by RDR6-RdDM is consistent with all LTR retrotransposons, we profiled each LTR retrotransposon for the presence or absence of seven domains essential for retrotransposition: 5’ LTR, GAG capsid protein, AP protease, RT, RNaseH, INT protein, and 3′ LTR. We determined the probability of each RdDM pathway to target a TE with these domains in the TE-active context (Fig. 5a). We found that elements regulated by RDR6-RdDM generally possess all of the internal protein-coding regions, while particular TEs with the GAG protein domain are more often targeted by RDR6-RdDM. Similar to our finding with *Athila6A*, we find that Pol IV-RdDM targets TEs that have a low probability of containing any of the internal retrotransposition-essential domains and elements targeted by DCL3-RdDM have a reduced probability of containing the protein-coding regions GAG, RNaseH, or INT (Fig. 5a).

**Fig. 5:**
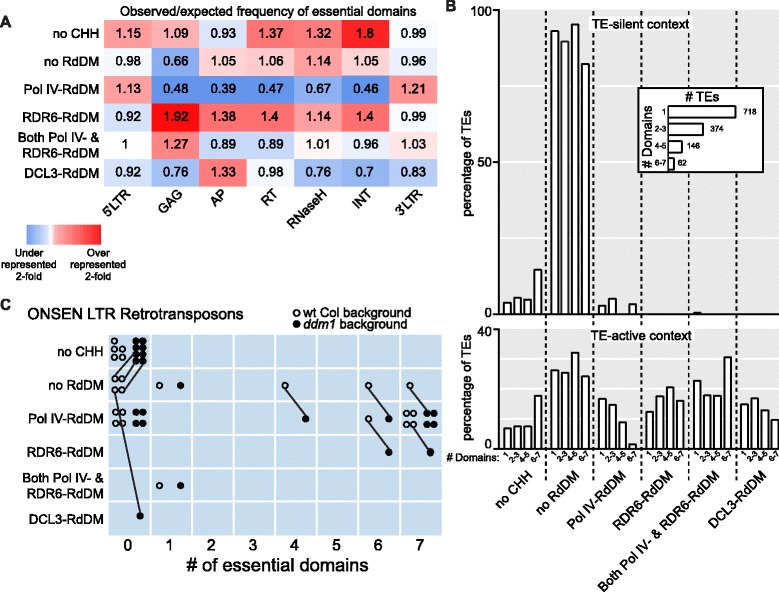
Expression-dependent forms of RdDM regulate structurally autonomous and near-complete active LTR retrotransposons. **a** Ratio of observed/expected frequency *heat map* of each of the seven domains essential for LTR retrotransposition for each specific CHH methylation pathway. These data refer to the TE-active context only. **b** The RdDM categorization of LTR retrotransposons (excluding ONSEN elements) based on the number of domains essential for LTR retrotransposition listed in (a). *Inset graph* displays the total number of LTR retrotransposons in each category. **c** The change in RdDM categorization for individual ONSEN family TEs from the wt Col to *ddm1* backgrounds. Each ONSEN element is represented twice, once as an *open dot* (wt Col background) and again as a *closed dot* (*ddm1* background). *Lines* connecting an open dot to a closed dot represent shifts of individual ONSEN elements from one CHH methylation category to another upon switching to the *ddm1* background

We next aimed to determine if LTR retrotransposons with all of the domains required for retrotransposition are targeted by one RdDM type. Few LTR retrotransposons have all seven of the domains defined in Fig. 5a, so we clustered the TEs into categories of 1, 2–3, 4–5, and 6–7 domains (inset Fig. 5b). In the TE-silent context, most of the TEs with 6–7 domains are not targeted by RdDM and rather are subject to maintenance methylation. In the TE-active context, Pol IV-RdDM alone acts on few 6–7 domain elements, while the RDR6-RdDM, DCL3-RdDM and co-regulated Pol IV- and RDR6-RdDM categories function on the majority of the elements with all the necessary domains required for retrotransposition. Of note, a trend exists where the higher number of retrotransposition-essential domains an LTR-retrotransposon has, the less likely that TE is to be targeted by Pol IV-RdDM in the TE-active context. These trends remain consistent, but are not further enriched, when the subset of transcriptionally competent TEs is interrogated (Additional file 8: Figure S7B).

One outlier TE family to the trends observed in Fig. 5b is ONSEN, a heat-activated *Copia* LTR retrotransposon (*Copia78*) [14, 41]. For ONSEN, most elements with 6–7 essential retrotransposition domains are targeted by Pol IV-RdDM in the wt Col background and they remain targeted by Pol IV-RdDM in the *ddm1* background (Fig. 5c). Two ONSEN elements behave like most other LTR retrotransposons and in the *ddm1* background switch to being regulated by RDR6-RdDM, but ONSEN is unusual in the fact that many near-complete elements remain Pol IV-RdDM targets in the *ddm1* background. Why the ONSEN family behaves differently than other LTR retrotransposons is unclear, but it is likely due to the fact that ONSEN is not transcriptionally activated in *ddm1* mutants that have not been heat-activated [14].

### Full-length TEs are preferentially targeted for mRNA cleavage and secondary siRNA production, driving RDR6-RdDM

Key remaining questions are how and why long autonomous TEs are preferentially targeted by RDR6-RdDM. To investigate this preference, we measured the length of each TE compared to its autonomous consensus element and categorized individual TEs as full-length or TE fragments (see “Methods”). Creasy et al. found that TE mRNAs are targeted for initial cleavage by microRNA-like primary (not dependent on a RDR protein) small RNAs produced elsewhere in the genome [29]. They also demonstrated that this cleavage is responsible for initiating RDR6-dependent RNAi and production of 21–22 nt secondary siRNAs [29] and these secondary siRNAs drive RDR6-RdDM [12, 16]. We used this mRNA cleavage data from the same tissue of wt Col TE-silent and *ddm1* TE-active context genotypes to determine if the preference of full-length TEs to enter RDR6-RdDM is dictated on the mRNA-cleavage level. Therefore, we compared the percentage of full-length and fragmented TEs that are cleaved by primary small RNAs. As expected, few TE mRNAs are cleaved in the TE-silent context (Fig. 6a), since not many full-length TEs are expressed in wt Col (Additional file 1: Figure S1). In the TE-active context more TE mRNAs are expressed and are cleaved and we detected that the cleaved TE mRNAs are mostly from full-length TEs (Fig. 6b). This trend holds true for all TE types and is not specific to LTR retrotransposons (Additional file 10: Figure S9A, B). Additionally, by comparing the cleavage data from *rdr6* and *ddm1 rdr6* mutants, we were able to categorize TEs specifically targeted by primary small RNAs (not dependent on RDR6) or secondary siRNAs (dependent on RDR6) in both the TE-silent and TE-active backgrounds (Fig. 6c). We find that the small amount of detectable TE mRNA cleavage in the TE-silent context is occurring via primary small RNAs and in the TE-active context both primary and secondary small RNAs cause TE mRNA cleavage (Fig. 6a, b).

**Fig. 6:**
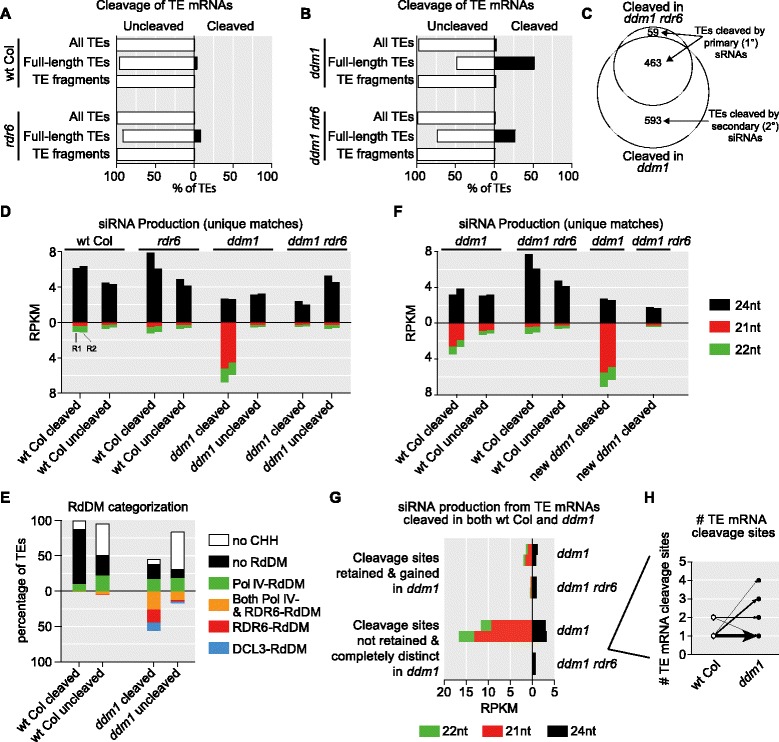
Full-length TEs are preferentially cleaved and produce secondary siRNAs, driving RDR6-RdDM. **a** Percentage of TEs with cleaved mRNAs in the TE-silent context. **b** Percentage of TEs with cleaved mRNAs in the TE-active context. In (a) and (b) *rdr6* mutants are used to determine which cleavage events are due to primary small RNAs (not RDR6 dependent) or RDR6-dependent secondary siRNAs. **c** *Venn diagram* of cleaved TE mRNAs in the TE-active context and their dependence on RDR6-generated secondary siRNAs. **d** siRNA production from small RNA-cleaved and uncleaved TE mRNAs determined in parts (a–c). *Labels above bars* indicate the assayed genotype of small RNA alignment. **e** RdDM pathway categorization of the TE categories shown in (d). **f** siRNA production in the TE-active context. Small RNA-cleaved and uncleaved TE mRNAs in the TE-silent context are the same as in (d). “New *ddm1* cleaved” refers to TE mRNAs that are cleaved in the TE-active context but were not cleaved in the TE-silent context. **g** TE-active context siRNA production from TE mRNAs with new cleavage sites in the TE-active context compared to the TE-silent context. “Cleavage sites retained & gained in *ddm1*” refers to TE mRNAs with new cleavage sites plus the retention of the same TE mRNA cleavage sites from the TE-silent context. “Cleavage sites not retained & completely distinct in *ddm1*” refers to TE mRNAs with new cleavage sites without retention of the same TE mRNA cleavage sites from the TE-silent context. **h** Of the “Cleavage sites not retained & completely distinct in *ddm1*” TEs from (g), the number of cleavage sites on the same TE mRNA in the TE-silent and TE-active contexts. Weight of the *arrow* is determined by how many TE mRNAs transition from 1–2 cleavage sites in the TE-silent context to other numbers of cleavage sites in the TE-active context. The majority of TE mRNAs have one cleavage site in the TE-silent context and a different one cleavage site in the TE-active context

We next aimed to determine if the preference for full-length TE mRNA cleavage in the TE-active context results in secondary siRNA production from specifically the full-length cleaved TEs. In the TE-silent context, TEs that produce either cleaved or uncleaved mRNAs generate similar siRNA distributions, which are predominantly 24 nt (Fig. 6d), demonstrating that in the TE-silent context the small amount of TE cleavage does not lead to additional siRNA production. In the TE-active context, cleaved TE mRNAs generate RDR6-dependent 21–22 nt siRNAs, while as expected the uncleaved TE mRNAs do not (Fig. 6d). In addition, it is only the TEs with cleaved mRNAs in the TE-active context that are subject to RDR6-RdDM without Pol IV-RdDM compensation (Fig. 6e). Therefore, the reason most full-length structurally autonomous TEs are targeted by RDR6-RdDM in the TE-active context is: (1) full-length TEs are preferentially cleaved by primary small RNAs (Fig. 6a, b); (2) only cleaved TE mRNAs in the TE-active context make RDR6-dependent secondary 21–22 nt siRNAs (Fig. 6d); (3) only secondary 21–22 nt siRNA production drives RDR6-RdDM [16].

### New primary sRNAs that accumulate in the TE-active context direct TE mRNA cleavage and drive RDR6-RdDM specificity

Since cleavage of full-length TE mRNAs can be detected in both the TE-silent and TE-active contexts (Fig. 6a, b), we wondered why RDR6-RdDM is only activated in the TE-active context. We therefore aimed to determine if secondary siRNAs generated in the TE-active context are from: (1) the same TE mRNAs cleaved in both the TE-silent and TE-active context; or (2) from cleavage of new TE mRNAs that were not expressed or uncleaved in the TE-silent context. We found that there are new TEs subject to mRNA cleavage in the TE-active context and these mRNAs produce 21–22 nt secondary siRNAs (new *ddm1* cleaved, Fig. 6f). Additionally, we found that for the TE mRNAs that are cleaved in the TE-silent context (which do not produce secondary siRNAs), in the TE-active context these exact same TE mRNAs produce 21–22 nt secondary siRNAs (wt Col cleaved, Fig. 6f). Therefore, why does the same cleaved TE mRNA not produce secondary siRNAs in the TE-silent context while it efficiently produces secondary siRNAs in the TE-active context? We generated four hypotheses: (1) increased mRNA expression and hence increased mRNA cleavage at the same site in the *ddm1* TE-active context drives secondary siRNA production; (2) equal numbers of new TE mRNA primary cleavage sites accumulate in the TE-active context, resulting in secondary siRNA production; (3) cleavage by multiple primary sRNAs drives secondary siRNA production only in the TE-active context [42]; and (4) the primary sRNAs directing TE mRNA cleavage are 21 nt in the TE-silent context, but are 22 nt in the TE-active context, a size shift that is known to induce secondary siRNA production [29, 43]. We individually tested these hypotheses (Fig. 6g, h, Additional file 10: Figure S9C, D) and found that TE mRNA cleavage occurs at new distinct sites within the TE mRNAs, driving RDR6-function and secondary siRNA production (Fig. 6g), while the size of the siRNA, level of TE mRNA, and the number of cleavage sites did not contribute (Fig. 6h, Additional file 10: Figure S9C, D). We observed that many TE mRNAs are cleaved once in the TE-silent context and once in the TE-active context, but the change in the primary sRNA and/or cleavage site results in secondary siRNAs production only in the TE-active context (Fig. 6g, h). Thus, new primary small RNAs with the same size distribution appear in the TE-active context and cleave the same TE mRNAs at new positions and are responsible for the TE 21–22 nt secondary siRNA production that drives RDR6-RdDM of full-length elements specifically in the TE-active context.

## Discussion

### DCL3-RdDM defines a new pathway of TE silencing

By using MethylC-seq and single-locus bisulfite sequencing, we identified and confirmed a novel RdDM pathway that acts via 24 nt siRNAs produced not from Pol IV transcripts, but rather presumably from Pol II transcripts cleaved by DCL3. This pathway is distinct from the Pol II-RDR6-DCL3 or Dicer-independent pathways previously described [35, 40]. On the whole-genome level, we found that this pathway acts on transcriptionally active TEs that are typically long but internally deleted versions of the full-length autonomous element. For *Athila6A* sub-family TEs, all individual TE targets of DCL3-RdDM are missing the internal promoter region (Fig. 4c, d), suggesting that the structure of the TE critically drives individual elements into this pathway. We focused on a single-locus example to define the precise protein requirements for siRNA production and targeting of DCL3-RdDM and we find that the upstream portion of the pathway is distinct from Pol IV-RdDM, while the downstream portion of the pathway (involving Pol V, AGO6, and DRM2) is conserved. We find that the DCL3-RdDM pathway is independent of RDR2 and RDR6, but it is unknown if this pathway functions completely independently of RNA-dependent RNA polymerization (RDR1, 3, 4, and 5 are untested). If RDR-independent, this pathway may function on only intra-molecular dsRNA generated from fold-back RNA hairpins [44]. The At5g52070 methylated region contains a short inverted repeat and a short palindrome sequence (Fig. 3a), but it is unknown if these features or this locus produces a fold-back dsRNA substrate for DCL3 processing. 

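The leading 24 nt sequence of the red box, AATTGTCAGTATAAATCTTTGATC, maps to 21161507–21161530 on the plus strand of chromosome 5, 1 bp inside the 5′ end of the annotated MIR4245 precursor, which is 147 bp long. In a minimum free energy structure of this precursor computed with RNAfold, 22 of its 24 bases pair within the hairpin, with the opposite arm at 21161607–21161630, where the annotated mature miRNA lies. The predicted free energy of the precursor was −44.8 kcal/mol. Over all 19 libraries, 3125 reads of 24 nt from the precursor came from the plus strand and 290 from the minus strand, and 3082 of the former were the leading sequence. Reads of 21 nt (404 plus, 2 minus) and 22 nt (386 plus, 8 minus) were mostly shorter forms with the same 3′ end, at 21161530. The sequence was the most abundant 24 nt read of the red box in all 19 libraries. In *dcl3* and the *ddm1 dcl3* replicates this rests on 11, 12 and 32 reads of 24 nt.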

We investigated whether DCL3-RdDM target TEs are associated with palindromes or inverted repeats genome-wide; however, we did not detect a correlation (data not shown). In addition, we do not see an increase in 21–22 nt siRNA production in *dcl3* mutants at the DCL3-RdDM target At5g52070 (Fig. 3b), suggesting that multiple DCL proteins are not competing for the same dsRNA substrate. These RNA substrates are likely produced by Pol II, as we detect more DCL3-RdDM in the TE-active context, DCL3-RdDM is enriched for targets in the transcriptionally competent TE subset, and the 24 nt siRNAs driving DCL3-RdDM are not dependent on Pol IV or Pol V (Fig. 3b). However, key insights, such as the developmental stage that DCL3-RdDM is active and whether DCL3-RdDM functions in the initiation and/or re-establishment of TE silencing, remain unknown.

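The red box produced 11.7 ± 2.21 RPM of 21–22 nt siRNAs in the *dcl3*-mutant libraries (SD, n = 3) and 13.0 ± 5.52 RPM in the libraries with functional DCL3 (SD, n = 16). The log2 ratio was −0.15, and no difference was detected (two-sided exact permutation test, p = 0.696, smallest p possible 0.00103), also in permutations within the replicate letters, added after seeing the data (−0.0481, 2 against 12 libraries, exact p = 0.98). The log2 ratio was −0.21 within the second earlier set of libraries (2 against 5 libraries, exact p = 0.81). Within the set of this study it was −0.19, but with 1 *dcl3*-mutant library against 7 this cannot serve as a test. Its direction changed with the denominator and the region, to 0.27 per miRNA read (exact p = 0.517) and to 0.83 over the bisulfite amplicon (exact p = 0.192). The depth limits this comparison, since the values rest on 40 to 57 reads in each *dcl3*-mutant library. In the libraries with functional DCL3 they rest on 11 (*rdr6* replicate A) to 123 reads (*ddm1 rdr2*).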

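The *ddm1 pol V* library had 73.3 RPM of 24 nt siRNAs in the red box, with a log2 ratio to *ddm1* of 0.07 that is smaller than the log2 SD of 0.20 between replicates (1 library, no test). The leading sequence made up 57.2% of them (95% Wilson interval 51.6–62.7%), and the remaining sequences had 31.3 RPM, a log2 ratio of −0.20. Over the bisulfite amplicon the log2 ratio was 1.10, with 22.7 RPM. Over the TE genes, *ddm1 pol V* had 22099 RPM of 24 nt siRNAs.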

### Diversity of RdDM mechanisms

TEs are the genome-wide target of RdDM mechanisms [19, 45]. In this study we investigated RdDM mechanisms in both the wt TE-silent context, as well as a *ddm1* mutant context with genome-wide transcriptionally active TEs. The *ddm1* mutation prohibits the formation of the transcriptionally silenced state and hence the cell is in a perpetual cycle of attempted targeting of re-silencing via RdDM. This uncovered an unappreciated diversity in RdDM mechanisms that function on TE targets in the TE-active context. It is now clear in the RdDM field that many biogenesis mechanisms can produce small RNAs that are loaded into AGO proteins to participate in RdDM, including Pol IV/RDR2 24 nt siRNAs (Pol IV-RdDM), Pol IV-independent 24 nt siRNAs (DCL3-RdDM), 21–22 nt siRNAs via RDR6-RdDM, and Dicer-independent siRNAs. We found that the specific pathway targeting each TE is largely defined by the TE’s structure. Our data demonstrate that the cell utilizes a number of distinct pathways to direct DNA methylation to active TEs; however, all of these mechanisms converge on one downstream chromatin modifying complex that includes Pol V and DRM2.

Pol IV transcribes silent TEs [5] and thus Pol IV-RdDM functions in the TE-silent context to maintain DNA methylation at particular short TEs near genes, which may require constant re-targeting to maintain the boundary between the heterochromatic TE fragment and the euchromatic neighboring gene [8] (reviewed in [46]). In the TE-silent context, RDR6-RdDM and DCL3-RdDM do not function on many TEs, presumably due to the lack of Pol II-derived transcripts. In contrast, in the TE-active context, DCL3-RdDM and RDR6-RdDM function on 20 % of assayed TEs (and 40 % of transcriptionally competent TEs). In particular, DCL3- and RDR6-RdDM target long TEs which are farther from genes (within the centromeres/pericentromeres); however, DCL3-RdDM targets TEs with internal deletions, while full-length elements are targeted specifically by RDR6-RdDM (at least for the well-annotated *Athila6A* family). This phenomenon is likely conserved in other plants, as in maize an active autonomous TE is regulated by RDR6-RdDM [47]. However, there are notable exceptions to these general trends, demonstrating that cases exist where TE family-based regulatory dynamics can outweigh the TE size/structure-based regulation shown in Figs. 4 and 5. For example, all RdDM pathways regulate many small fragmented TEs (including RDR6-RdDM), and many full-length ONSEN family TEs are regulated by Pol IV-RdDM even in *ddm1* mutants. How and when TE family-based regulation outweighs other trends in genome-wide regulation of TEs remains a key question to be addressed.

Within the specific regulation of individual TE copies, we found that RdDM mechanisms can compensate for each other. In the TE-active context, when Pol IV is mutated many TEs display CHH methylation that is now dependent on RDR6 and vice versa Pol IV-RdDM compensation is detected in *rdr6* mutants. However, this compensation effect was not detected unless both Pol IV and RDR6 were mutated at the same time. This compensation may be due to a competition between Pol IV and Pol II for DNA substrates [37, 48]. Thus, only when Pol IV is mutated would Pol II transcribe these TEs into substrates for RDR6-RdDM.

### Specificity of full-length TEs for RDR6-RdDM

Because many active full-length structurally autonomous TEs are regulated by RDR6-RdDM, a major question was what drives this specificity. Primary small RNAs are produced either from TEs themselves or elsewhere in the genome by a mechanism similar to microRNA production [29]. Our analysis suggests a model whereby full-length TEs are more likely regulated by RDR6-RdDM due to the specificity of full-length TE mRNAs for cleavage by primary sRNAs. Full-length TE mRNAs may circumvent RNA surveillance mechanisms that target short fragmented RNAs, allowing only the full-length high-quality TE mRNAs to survive to the point where they can be targeted by primary sRNAs (see model in Fig. 7). The nature of the filter responsible for shielding fragmented TE mRNAs from siRNA cleavage is currently unknown (Fig. 7); however, it may be as simple as the nuclear envelope acting as a mRNA quality control filter, allowing full-length TE mRNAs export into the cytoplasm (for cleavage by sRNAs), while the fragmented TE mRNAs are not exported and instead degraded by alternative mechanisms. XRN endonuclease and exosome RNA degradation competes with RNAi [49] and the mRNAs produced from TE fragments may be degraded by these mechanisms rather than be targeted by a primary sRNAs and enter into RNAi. In the TE-active context, once cleaved, the TE mRNAs are targeted by RDR6 and abundant secondary siRNAs are produced. These secondary siRNAs promote additional rounds of RNAi of TE mRNAs (via AGO1), as well as drive RDR6-RdDM (via AGO6).

**Fig. 7:**
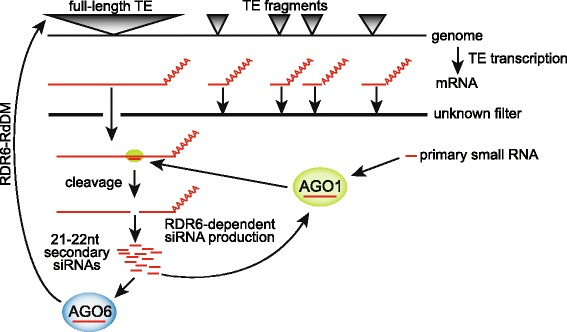
*Model* of full-length TE specificity for RDR6-RdDM. Full-length TE mRNAs are specifically cleaved and degraded into secondary 21–22 nt siRNAs, driving the specificity of RDR6-RdDM. An unknown filter blocks the mRNA cleavage, RNAi, and secondary siRNA production of mRNAs from fragmented TEs

A major question is why some mRNA cleavage events from primary sRNAs generate secondary siRNAs while others do not. For example, some TE mRNAs are cleaved by primary sRNAs in both the TE-silent and TE-active contexts; however, secondary siRNAs are only produced in the TE-active context. We determined that these TE mRNAs are cleaved at new positions by new primary small RNAs in the TE-active context and this is responsible for their secondary siRNA production via RDR6. One hypothesis in the field is that the size of the primary small RNA (21 vs. 22 nt) drives the distinction between secondary siRNA production [43]; however, we did not detect any size shift in the small RNAs (Fig. 6g, h and Additional file 10: Figure S9D). Another hypothesis is that multiple primary cleavage events on the same mRNA triggers secondary siRNA production [42]; however, we did not detect a correlation between multiple cleavage sites and secondary siRNA production. Therefore, how RDR6 is recruited to some cleaved transcripts to generate secondary siRNAs remains a key open question in the field.

## Conclusions

The tight transcriptional silencing of TEs in the reference strain of Arabidopsis has produced a general lack of appreciation for the diversity of RdDM mechanisms. We focused on TE silencing mechanisms in both the TE-silent and TE-active contexts and conclude that multiple small RNA-generating mechanisms can target RdDM when TEs are transcriptionally active. This includes the DCL3-RdDM pathway, which processes 24 nt siRNAs for RdDM independent of Pol IV. We found that TE structure and length are key determinants for RdDM pathway specificity and in particular RDR6-RdDM targets many of the full-length and structurally autonomous TEs in the genome. The targeting preference of RDR6-RdDM for full-length autonomous TEs is generated from the specificity of full-length TE mRNAs to be cleaved by primary small RNAs and therefore this RNA cleavage specificity drives the initiation of long-term epigenetic repression of TE mobility.

## Methods

### Plant material

All plants used in this study are in the Col ecotype background of *Arabidopsis thaliana*. Plants were grown in long-day (18-h light) conditions at 22 °C and stage 1–12 inflorescence tissue (staging as in [50]) was used for all experiments and sequencing. The alleles of the mutants are shown in Additional file 11: Table S1.

### MethylC-seq

DNA was isolated using fractional precipitation followed by phenol-chloroform extraction and *RNase A* treatment. A total of 1 ug of DNA was used to prepare libraries as previously described [51]. Single-end Illumina sequencing of 150 bp was performed at the University of Georgia Genomics Facility using an Illumina NextSeq500 instrument.

### Mapping of MethylC-seq data

Sequencing reads were trimmed for adapters, preprocessed to remove low quality reads, and aligned to the *A. thaliana* TAIR10 reference genome as previously described [52, 53]. Two strategies were performed to map these data: (1) uniquely mapping: any reads that mapped to more than one location were discarded *(-m 1*); and (2) multi-mapping: reads that mapped to multiple locations were retained (*-a*). Both strategies do not allow PCR duplicated reads. We calculated the average TE mappability from the uniquely mapping methylation dataset and found 67.5 % of TEs are perfectly (100 %) mappable, whereas another 32.1 % are semi-mappable, and 0.36 % are not mappable (Additional file 2: Results and Methods and Additional file 3: Figure S2). Therefore, if the read length is long enough (in this study, the read size is 150 bp) and the repetitive fraction of a genome is small/simple/divergent enough (the Arabidopsis genome), then using the unique mapping strategy can provide sufficient coverage and mappability to interrogate TE methylation dynamics, with the added benefit of determining the unique methylation states of individual TE copies. All data analyses shown in this study (excluding Additional file 3: Figure S2) are produced from the uniquely mapping strategy. Sequencing and mapping statistics of our MethylC-seq data is shown in Additional file 11: Table S1.

### DMR identification

DMRs were identified between all datasets as previously described [54]. The maximum physical distance to combine two differentially methylated sites (DMSs) was set to 250 bp. DMRs with at least four DMSs were reported and used for subsequent analyses.

### Methylation level calculation

The weighted methylation level of genomic features (TE, gene, or DMR) was calculated as described previously [55].

### Meta-plots

For each individual entity (TE, gene, or DMR), the average CHH methylation percentage was calculated in 100 bp windows across the length of the entity and a 2 kb neighboring region on either side. The entities are either aligned at the 5′ end or the 3′ end and the average methylation percentage for all the elements was calculated for each 100 bp window. For DMRs, there is no defined 5′ or 3′ end and hence only one edge is shown. For any given window, the variation in methylation across all elements was used to calculate the 95 % confidence interval.

### RdDM mechanism categorization

Only those TEs which are covered (at least one reported cytosine) in all genotypes were used for RdDM categorization and further analysis. For each TE, we calculated the average CHH methylation and only this specific cytosine context was used for TE categorization. TEs with less than 1 % CHH methylation in wt Col were classified into the “no CHH” category. For all the other RdDM categories, the following criteria were used for classification. Pol IV-RdDM: TEs that lose >2-fold methylation in *pol IV* and *pol V* compared to wt Col but do not lose >2-fold methylation in *rdr6* or *pol IV rdr6* compared to wt Col or *pol IV*, respectively. RDR6-RdDM: TEs that lose >2-fold CHH methylation in *rdr6* and *pol V* compared to wt Col, but not *pol IV* or *pol IV rdr6* compared to wt Col or *rdr6*, respectively. DCL3-RdDM: TEs that lose >2-fold CHH methylation in *dcl3* and *pol V* but not in *pol IV* or *rdr6* or *pol IV rdr6* double mutants. The Pol IV- and RDR6-RdDM co-regulated category: TEs that lose CHH methylation in the *pol IV rdr6* double mutant compared to wt Col but do not belong to either Pol IV- or RDR6-RdDM categories. No RdDM: TEs with greater than 1 % CHH methylation but do not lose >2-fold CHH methylation in a *pol V* mutant or could not be categorized into any of the above-mentioned RdDM categories. For the TE-active context, the corresponding *ddm1* double mutants were compared to the *ddm1* single mutant for categorization. The heat map shown in Fig. 2e was created using the average methylation for each TE in each genotype using the *heatmap.2* function of the *gplots* package in *R*. The TEs were sorted by their average CHH methylation in each RdDM category for either the TE-silent or the TE-active context.

### Small RNA data mapping

Small RNAs were isolated, sequenced, and processed as in [16]. Low quality and reads from rRNA and tRNAs were removed. *Bowtie* (version 1.1.1) [56] was used to map the sRNAs to specific regions or the whole genome. For sRNA production, only uniquely and perfectly mapping reads were considered (*bowtie* parameters: *-v 0 -m 1*). Reads per million (RPM) for each size class of mapped sRNAs was calculated by normalizing the number of raw mapped reads to the total genome-matched (non-tRNA/rRNA) 18–28 nt reads of the specific sRNA library. For reads per kilobase per million (RPKM), the RPM value was normalized to the total length of the region(s) that the sRNAs were mapped to. Heat maps in Fig. 2 were generated using the *heatmap.2* function of *gplots* package in *R*.

### TE consensus element alignments

For Fig. 4, the *Athila6A* consensus sequence from GIRI RepBase was used [57]. We aligned all the TAIR10 TEs annotated as *Athila6A* to the consensus sequence using *Blastn*. The number of TEs undergoing a specific RdDM mechanism was calculated and the fraction of those TEs having a specific *Athila6A* annotation feature is shown in the likelihood map in Fig. 4d. In Fig. 6a–c, length of each TE in the TAIR10 annotation was compared to its specific autonomous consensus element sequence from GIRI RepBase. TEs were divided into full-length (>80 % of autonomous consensus element length) and TE fragments (<20 % length).

### LTR domain annotation and analysis

To identify the TEs with one or more of the essential retrotransposition domains, the TAIR10 TE annotation was used to predict all possible LTR retrotransposon peptide fragments (all reading frames split by stop codons). The peptides were used to query in the HMM domain libraries [58] using *hmmsearch* [59]. Only hits covering more than 90 % of the reference essential retrotransposition HMM domains were considered. LTRs were predicted using *TRsearch* from *REPET* [60], which identifies LTR pairs within a single element. This identified 407 LTR pairs, which were used as a *blastn* library to identify 894 single LTRs on fragmented elements. LTRs found within the internal portion (farther than 50 bp from either end) of a TE element were discarded. The frequency of each essential domain (number of TEs with a specific domain/total number of TEs) was calculated for all TEs (expected frequency) and for TEs in each specific RdDM category (observed frequency). The ratio of observed over expected frequency is shown as a heat map in Fig. 5a.

### mRNA cleavage data analysis

Published and processed data that report the sRNA and its detected PARE signature from [29] were used to assay mRNA cleavage. Only cleavage sites with *p* value < 0.05 were considered. From this dataset, we determined if one specific TE mRNA is being cleaved at one or multiple sites.

### Identification of transcriptionally competent TEs

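Of the 3894 TE genes, 195 (5.01%) had at least 10 RPM of uniquely matching 21–22 nt siRNAs in *ddm1* (mean of 2 libraries), and 175 had them in both libraries. They held 91.5% of all 21–22 nt siRNAs counted over TE genes in *ddm1*. In wt Col 70 TE genes passed the same criterion, and 162 of the 195 did not pass it in wt Col. The number was 72 in *ddm1 rdr6*, 191 in *ddm1 pol IV*, 330 in *ddm1 dcl3* and 20 in *ddm1 pol IV rdr6*. The criterion depends on unique matching, since 1756 TE genes had no uniquely matching read of 21–22 nt in *ddm1*. With reads that match several places divided by their number of matches, 434 TE genes passed. The 195 TE genes had a median length of 2557 bp and the others 2034 bp, and with weighted reads the medians were 2811 and 1951 bp. The criteria on mRNA levels and on cleavage were not analysed here.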

TEs were identified with at least one uniquely matching RPM in *ddm1* RNA-seq (GSE38286) [61], at least ten uniquely matching RPM of 21–22 nt (Pol II-derived) siRNAs in *ddm1* (GSE57191) [16], or any evidence of mRNA cleavage in *ddm1* or *ddm1 rdr6* in GSE52342 [29].

### Single-locus bisulfite sequencing

Bisulfite sequencing was done as in McCue et al. [16] with the PCR primers shown in Additional file 12: Table S2.

## Additional files

Additional file 1: Figure S1. Steady-state TE mRNA accumulation in *ddm1* and the RdDM mutant *pol V*. Full-length TEs undergo a larger shift in reactivation in *ddm1* mutants compared to *pol V* mutants. In *pol V* mutants, only a slight genome-wide activation of TEs is detected. (PDF 164 kb) Additional file 2: Results and Methods. Detailed Results, Methods, Figure Legends, and References to support the Supplemental Figures and Tables. (PDF 141 kb) Additional file 3: Figure S2. MethylC-seq has the resolution to assay RDR6-RdDM on individual TE loci. Using our unique-mapping approach and our MethylC-seq dataset, the highly repetitive TE targets of RDR6-RdDM are assayable, which allows for locus-specific analysis of TE methylation patterns. (PDF 188 kb) Additional file 4: Figure S3. Validation of MethylC-seq data using biological replicates of key genotypes. Analyses of biological replicates of key samples showing the reproducibility of major conclusions from our study. (PDF 317 kb) Additional file 5: Figure S4. Overlap in DMRs and TEs regulated by RdDM. Comparison of the relative efficacy of RdDM mechanisms in both TE-silent and TE-active contexts. (PDF 176 kb) Additional file 6: Figure S5. Genome-wide distribution of TE CG and CHG methylation. Heatmap showing CG and CHG methylation for the TEs categorized into different RdDM mechanisms based on CHH methylation. (PDF 394 kb) Additional file 7: Figure S6. Pol IV- and RDR6-RdDM compensate for each other. Evidence of RdDM compensation is observed when both Pol IV and RDR6 are mutated simultaneously in either TE-silent or TE-active context. (PDF 105 kb) Additional file 8: Figure S7. Enrichment of RDR6-RdDM and DCL3-RdDM at transcriptionally competent TEs. We find that expression-dependent forms of RdDM are enriched when investigating the transcriptionally competent subset of TEs. (PDF 403 kb) Additional file 9: Figure S8. Correlation between CHH methylation pathway and TE location, type, and copy number. Genome-wide trends exist for correlation of TE location, type, and copy number with the type of RdDM mechanism. (PDF 141 kb) Additional file 10: Figure S9. TE cleavage dynamics. Cleavage site analyses demonstrate that size of the primary small RNAs and TE mRNA accumulation level do not dictate secondary siRNA production. (PDF 153 kb) Additional file 11: Table S1. Mutant alleles and quality statistics of the MethylC-seq data produced in this study. Reads from our MethylC-seq dataset cover more than 96 % of all cytosines in the genome with a roughly 25-fold coverage. (PDF 48 kb) Additional file 12: Table S2. Primer sequences used in this report. Primer sequences for single-locus bisulfite sequencing performed in Fig. 3c, d are reported.

# Supplementary material for: Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation
**Source:** Genome Biol. 2016 Aug 9;17:170. doi: 10.1186/s13059-016-1032-y
**Supplement:** Additional file 2: — Results and Methods. Detailed Results, Methods, Figure Legends, and References to support the Supplemental Figures and Tables.

## **Additional file 2: Methods and Results**

### **Supplemental Results**

#### **Arabidopsis TEs are individually assayable using uniquely mapping MethylC-seq reads**

Previous publications have either used a uniquely-mapping strategy and avoided analysis of repetitive regions such as TEs, or taken a multi-mapping strategy and been unable to assay individual TEs [1,2]. The average CG, CHG and CHH methylation levels were determined for the whole genome, genes and TEs using both the multi-mapping and uniquely-mapping strategies (Additional file 3: Figure S2A). We found that although the coverage of TE loci is reduced using the uniquely-mapping strategy compared to multi-mapping (from 99.3% to 90.5% cytosines covered), the pattern of average methylation percentage was identical.

To determine if RDR6-RdDM could be visualized in the uniquely-mapping dataset, we investigated long (over 2,500bp) *Athila* LTR retrotransposon TEs, a known target of RDR6-RdDM in the *ddm1* background [3]. We identified a reduction from 8.8% CHH methylation in the *ddm1* single mutant to 3.2% in the *ddm1 rdr6* double mutant for both the multi-mapping and uniquely-mapping approaches (inset graph, Additional file 3: Figure S2A), demonstrating that TE RDR6-RdDM can be assayed using uniquely-mapping MethylC-seq reads for even high copy TEs.

Further interrogation of an individual *Athila6A* TE copy (At5TE42470) with a low mappability score (0.52)(Additional file 3: Figure S2B) demonstrates that even with the low mappability of MethylC-seq reads and reduced coverage associated with uniquely mapping reads, RDR6-RdDM at a high-copy TE is detected and confirmed: in the *ddm1* TE-active context CHH methylation is dependent on RDR6, AGO1, Pol V, AGO6 and DRM2 (Additional file 3: Figure S2C) [4].

## Dicer-dependent and independent RdDM

To demonstrate that nearly all Pol II-mediated RdDM is lost in the *rdr6* mutant and that a *pol IV rdr6* double mutant removes the vast majority of RdDM, we compared the overlap in DMRs between *pol V*, *pol IV*, *rdr6* and *pol IV rdr6* (Additional file 5: Figure S4A). Pol V DMRs represent the set of all known RdDM targets (8,194 in the TE-silent context, 10,421 in TE-active context). The percent of Pol V DMR overlap in the TE-silent context raises from 95.4% in *pol IV* to 95.8% in *pol4 rdr6*, and in the TE-active context from 80% in *ddm1 pol IV* to 85.5% in *ddm1 pol IV rdr6* (Additional file 5: Figure S4A).

## Supplemental Methods

### Mappability

We used the program *GEM-mappability* [5] to calculate the mappability of TEs. For small RNAs we used a k-mer size of 24nt with 0 mismatches. As a control for our bisulfite sequencing read mappability, we used a k-mer size of 150nt with 2 mismatches. For calculating the bisulfite sequencing read mappability, we altered the sequence of the Arabidopsis genome (depending on whether or not a specific cytosine is methylated). After this alteration (*in silico*-bisulfite conversion) of the genome, we calculated the mappability of all TEs. The mappability of an individual TE is shown as the average mappability of all its nucleotides in Additional file 3: Figure S2B.

### TE categorization based on size, copy number and location

We calculated the length of TEs based on the start and stop position in the TAIR10 annotation.

The TEs were divided into four categories based on their length: long (>5kb), medium (2-5kb), short (0.1-2kb) and tiny (<0.1 kb). To determine the distance of the TEs from the nearest gene, we calculated the closest annotated non-TE gene. To determine the copy number of a TE, we calculated the number of copies of the specific TE sub-family and categorized each TE into one of three categories: high copy (>200); medium copy (50-200) and low copy (<50). To determine the position of a TE on a chromosome, the pericentromeric region was defined as in [6].

### **RNA-seq analysis**

For expression analysis, we used two publically available datasets: GSE38286 and GSE67799, which both investigated seedling tissues. We used *bowtie* to map the RNA-seq reads using the parameters *-v 2 -m 1* (only unique mapping sequences, up to two mismatches allowed) and calculated RPKM for each TE (see section on sRNA mapping). For Additional file 1: Figure S1, we used the function *beanplot* (kernel = *gaussian*) from package *beanplot* in *R* to plot the RPKM density.

## **Supplemental Figure Legends**

### **Additional file 1: Figure S1. Steady-state TE mRNA accumulation in *ddm1* and the RdDM mutant *pol V***

TE steady-state mRNA accumulation in wt Col, *ddm1* and the *pol V* (*nrpe1*) mutant seedlings from GSE38286 and GSE67799. Mutants are compared to their respective wt Col control datasets. *pol V* mutants were chosen for this analysis because the level of RdDM and CHH methylation are lowest in this genotype (Figure 2E). Full-length TEs are more efficiently silenced in wt Col compared to TE fragments, and undergo a larger shift in reactivation in *ddm1* mutants. The activation of TEs in *pol V* mutants is minor compared to the reactivation that occurs in *ddm1*.

### **Additional file 3: Figure S2. MethylC-seq has the resolution to assay RDR6-RdDM on individual TE loci.**

**A.** Bar graphs comparing the percent methylation using multi-mapping (top) and uniquely-mapping (bottom) approaches. The percent of cytosines not covered is shown in parentheses. The inset displays the change in CHH methylation between *ddm1* and *ddm1 rdr6* for long (>2,500bp) *Athila6A* TEs.

**B.** Average unique mappability of each TE in the genome for unconverted wt DNA (wt Col), *in silico* bisulfite converted wt Col DNA (wt Col BS) and *ddm1* TE-active *in silico* bisulfite converted DNA (*ddm1* BS). The *Athila6A* TE At5TE42470 has a low mappability score and is shown in detail in part C.

**C.** CHH methylation levels of the RDR6-RdDM targeted TE *Athila6A* at the specific locus At5TE42470 using both multi-mapping and uniquely-mapping approaches. In the TE-silent context, the methylation of this TE is maintained via CMT2. Upon transcriptional activation, the methylation detected in *ddm1* single mutants is contributed by primarily RDR6-RdDM.

Genotypes are color-coded based on the methylation pathway (black = maintenance methylation, red = Pol IV-RdDM, blue = RDR6-RdDM, green = contributes to both Pol IV-RdDM and RDR6-RdDM). In part C the scale of CHH methylation is from 0 to 33.3%, while bars above and below the dotted line represent the top and bottom strands of DNA.

#### **Additional file 4: Figure S3. Validation of MethylC-seq data using biological replicates of key genotypes**

MethylC-seq data for the same tissue of wt Col, *rdr6*, *ddm1* and *ddm1 rdr6* are publically available from GSE52346 [2]. Although the sequencing approach is distinct, and this introduces technical variation, reanalysis of this raw data demonstrates that our major conclusions in Figures 1 and 2 are reproducible.

**A.** CHH methylation levels from GSE52346 at the DMRs identified in Figure 1 (using the data produced in this study).

**B.** DMRs over 2.0kb from Figure 1 with data from GSE52346.

**C.** CHH methylation level from GSE52346 over all genes.

**D.** CHH methylation level from GSE52346 over all TEs.

**E.** CHH methylation level from GSE52346 across TEs >2.0kb.

**F.** CHH methylation level from GSE52346 over the set of transcriptionally competent TEs identified in Figure 1.

**G.** CHH methylation level from GSE52346 over the set of transcriptionally competent TEs >2.0kb.

**H.** Heat map comparing TE CHH methylation levels from this study to those identified in GSE52346. The distribution of TEs into RdDM pathways was performed based on the data in this study and is the same as in Figure 2.

**I.** The number of TEs identified as targeted by RDR6-RdDM from the dataset produced in this study, compared to the GSE52346 dataset. Most of RDR6-RdDM TEs are not covered by uniquely mapping sequencing reads in the GSE52346 dataset. Of the TEs that are covered in both datasets, ~50% of TEs have RDR6-dependent CHH methylation in both datasets.

**J.** Coverage of cytosines from covered but not replicated TEs from part I in our dataset and GSE52346. Both the percent of CHH sites covered (left Y-axis) and average fold coverage (right Y-axis) are calculated for wt Col, *rdr6*, *ddm1* and *ddm1 rdr6* from both datasets.

For analysis of GSE52346 data, we re-mapped raw reads using the uniquely mapping approach outlined in the Methods section.

**Additional file 5: Figure S4. Overlap in DMRs and TEs regulated by RdDM**

**A.** Venn diagram of number of DMRs in *pol V*, *pol IV*, *rdr6* and *pol IV rdr6* mutants in both the TE-silent and TE-active contexts. See the Supplemental Results section for DMR numbers.

**B.** Venn diagram of the number of TEs with CHH methylation that undergo any type of RdDM in TE-silent compared to TE-active contexts.

**C.** Venn diagram of the overlap of TEs that undergo any type of RdDM in TE-silent compared to TE-active contexts.

**D.** CHH methylation level of the TE targets of each indicated pathway. Box plots represent the median and interquartile range, and whiskers are the 10-90% range. The plus sign indicates the mean value. Pol IV-RdDM target TEs have a statistically higher ( $p < 0.001$ , one-way Anova) level of CHH methylation compared to RDR6-RdDM and DCL3-RdDM.

**Additional file 6: Figure S5. Genome-wide distribution of TE CG and CHG methylation**

**A.** Heatmap of CG DNA methylation of TEs.

## **B. Heatmap of CHG DNA methylation of TEs.**

Each TE represents a horizontal row, while the columns represent methylation levels in different mutant genotypes. The categorization into different RdDM pathways is based on the CHH methylation from Figure 2E. TEs change position between the TE-silent (left) and *ddm1* TE-active (right) panel. Color-coding of genotypes is based on Figure 2E.

## **Additional file 7: Figure S6. Pol IV- and RDR6-RdDM compensate for each other**

**A.** Number of TEs with CHH methylation dependent on either Pol IV (green) or RDR6 (purple) in the TE-silent and TE-active contexts. This data was determined using only the *pol IV* and *rdr6* single mutants in the TE-silent or TE active context.

**B.** The number of TEs regulated by both Pol IV- and RDR6-RdDM when both Pol IV- and RDR6-RdDM are mutated at the same time (in the *pol IV rdr6* double mutant). The number of TEs co-regulated by both Pol IV- and RDR6-RdDM (overlap in Venn diagram) increases when the *pol IV rdr6* double mutant is analyzed compared to when only the single mutants are analyzed (see part A). This demonstrates that there are some TEs that both Pol IV- and RDR6-RdDM target, and loss of CHH methylation can only be detected from these TEs when both pathways are lost at the same time (particularly in the TE-active context).

## **Additional file 8: Figure S7. Enrichment of RDR6-RdDM and DCL3-RdDM at transcriptionally competent TEs**

**A.** Heatmap of CHH DNA methylation of the set of 2,374 transcriptionally competent TEs. TEs change position between the TE-silent (left) and *ddm1* TE-active (right) panels. Most transcriptionally competent TEs are not targeted by RdDM, but rather targeted by CMT2-based maintenance CHH methylation in the TE-silent context, and then distribute to a RdDM pathway

when transcriptionally activated. The Pol II expression-dependent pathways of RDR6-RdDM and DCL3-RdDM are particularly enriched compared to the analysis of all TEs in Figure 2E.

Genotypes are color-coded based on Figure 2E.

**B.** The RdDM categorization of transcriptionally competent LTR retrotransposons based on the number of domains essential for LTR retrotransposition listed in Figure 5A. Inset graph displays the total number of LTR retrotransposons in each category.

**Additional file 9: Figure S8. Correlation between CHH methylation pathway and TE location, type and copy number**

**A.** Distance to the nearest gene distribution of TEs via their RdDM pathway in the TE-silent or TE-active context. Box plot whiskers represent 10<sup>th</sup>-90<sup>th</sup> percentile while the mean is shown as a plus sign. Asterisks represent statistical significance difference of  $p < 0.001$  in a one-way Anova test compared to the total TE distribution.

**B.** Copy number distribution of TEs via their CHH methylation pathway in the TE-silent or TE-active context.

**C.** TE chromosomal position distribution via their CHH methylation pathway in the TE-silent or TE-active context.

**D.** TE superfamily distribution via their CHH methylation pathway in the TE-silent or TE-active context.

Asterisks in parts B-D represent statistical significance of  $p < 0.001$  using a Chi-squared test of homogeneity followed by a multiple comparison test for unequal sample sizes. The number of TEs displayed for the different RdDM categories in part A are the same for the other parts of this figure.

## **Additional file 10: Figure S9. TE cleavage dynamics**

**A.** Percentage of LTR retrotransposons with cleaved mRNAs in the TE-silent and TE-active contexts.

**B.** Percentage of type I non-LTR and type II TEs with cleaved mRNAs in the TE-silent and TE-active contexts.

**C.** Analysis of the mRNA accumulation level and siRNA production from the TEs that have the same cleavage sites in both the TE-active and TE-silent contexts. Steady-state mRNA production is mined from the same dataset in Additional file 1: Figure S1. siRNA production refers to perfect and uniquely matching siRNAs. TEs with the same cleavage site in the TE-silent and TE-active contexts increase in mRNA accumulation in the *ddm1* mutant background, however do not produce abundant secondary siRNAs.

**D.** Size distribution of the siRNAs responsible for cleaving the “Cleavage sites not retained & completely distinct in *ddm1*” TEs from Figure 6G. A shift in the size distribution was not detected for the small RNAs responsible for triggering secondary siRNA production only in the *ddm1* TE-active context.

## **Supplemental References**

1. Lister R, Pelizzola M, Dowen RH, Hawkins RD, Hon G, Tonti-Filippini J, et al. Human DNA methylomes at base resolution show widespread epigenomic differences. *Nature*. 2009;462:315–22.
2. Creasey KM, Zhai J, Borges F, Van Ex F, Regulski M, Meyers BC, et al. miRNAs trigger widespread epigenetically activated siRNAs from transposons in *Arabidopsis*. *Nature*. 2014;508:411–5.
3. Nuthikattu S, McCue AD, Panda K, Fultz D, Defraia C, Thomas EN, et al. The Initiation of Epigenetic Silencing of Active Transposable Elements is Triggered by RDR6 and 21-22 Nucleotide Small Interfering RNAs. *Plant Physiol*. 2013;162:116–31.
4. McCue AD, Panda K, Nuthikattu S, Choudury SG, Thomas EN, Slotkin RK. ARGONAUTE 6 bridges transposable element mRNA-derived siRNAs to the establishment of DNA methylation. *EMBO J*. 2014;34:20–35.
5. Derrien T, Estellé J, Sola SM, Knowles DG, Raineri E, Guigó R, et al. Fast Computation and Applications of Genome Mappability. *PLoS ONE*. 2012;7:e30377.
6. Kawabe A, Hansson B, Hagenblad J, Forrest A, Charlesworth D. Centromere locations and associated chromosome rearrangements in *Arabidopsis lyrata* and *A. thaliana*. *Genetics*. 2006;173:1613–9.

# Supplementary material for: Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation
**Source:** Genome Biol. 2016 Aug 9;17:170. doi: 10.1186/s13059-016-1032-y

# Figure S6

## A TE-silent context

Analyzing only *pol IV* and *rdr6*

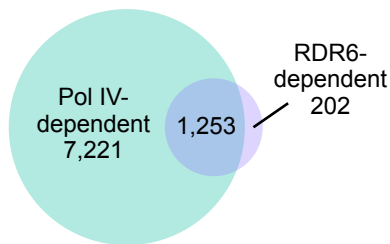

## TE-active context

Analyzing only *ddm1 pol IV* and *ddm1 rdr6*

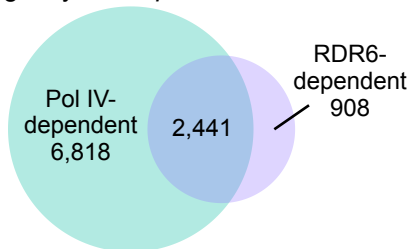

## B TE-silent context

Analyzing *pol IV*, *rdr6* and *pol IV rdr6*

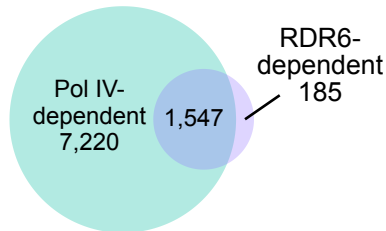

## TE-active context

Analyzing *ddm1 pol IV*, *ddm1 rdr6* and *ddm1 pol IV rdr6*

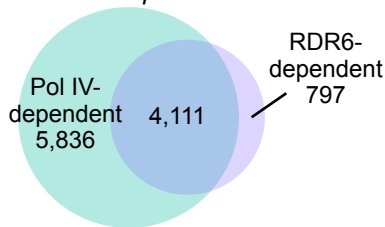

**Supplement:** Additional file 7: Figure S6. — Pol IV- and RDR6-RdDM compensate for each other. Evidence of RdDM compensation is observed when both Pol IV and RDR6 are mutated simultaneously in either TE-silent or TE-active context.

# Supplementary material for: Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation
**Source:** Genome Biol. 2016 Aug 9;17:170. doi: 10.1186/s13059-016-1032-y

**Figure S9****A**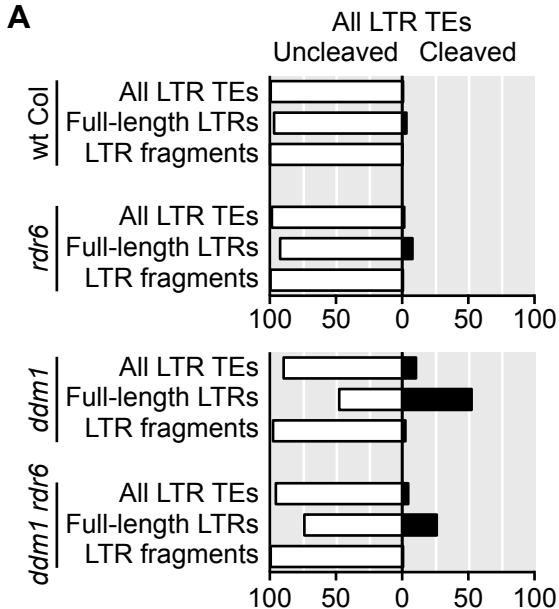**B**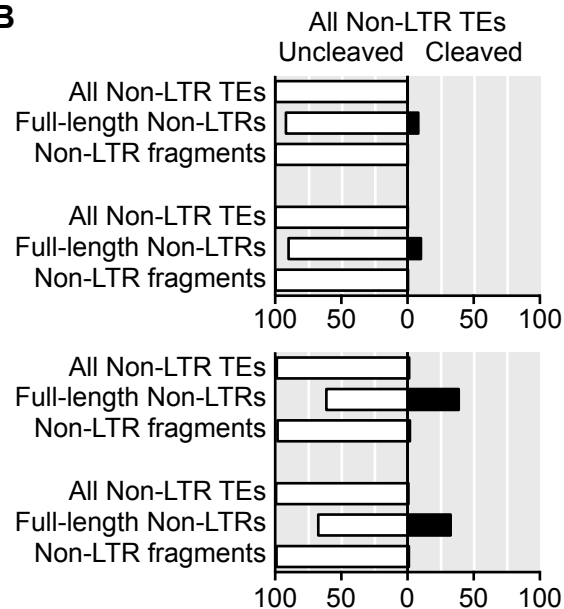**C**

TEs with unchanged cleavage sites in *wt Col* and *ddm1* show an increase in TE mRNA accumulation, but only a small increase in secondary siRNA production

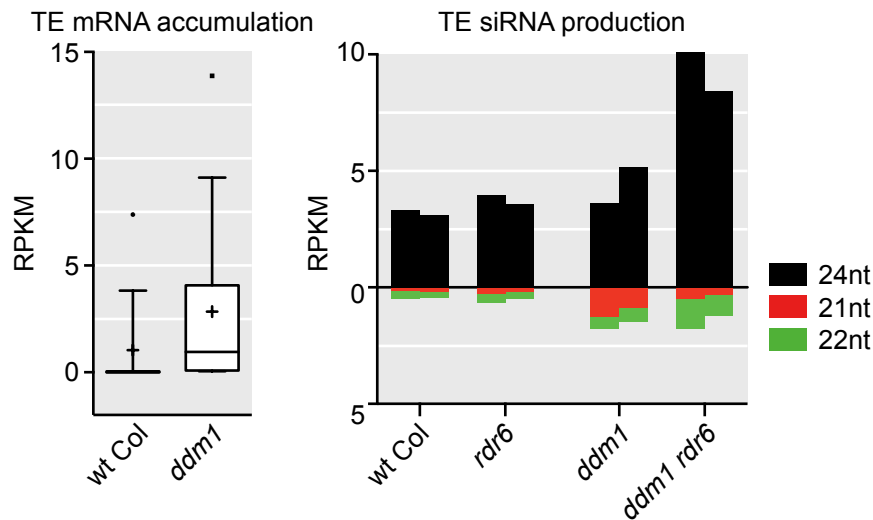**D**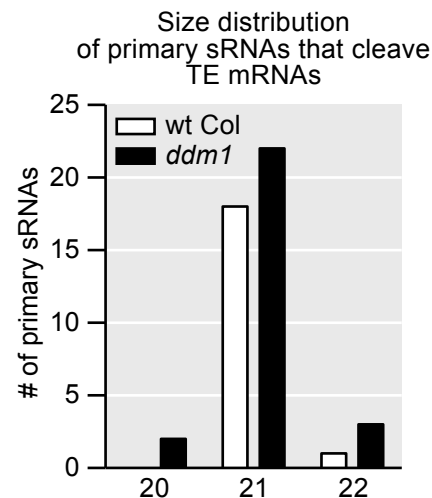

**Supplement:** Additional file 10: Figure S9. — TE cleavage dynamics. Cleavage site analyses demonstrate that size of the primary small RNAs and TE mRNA accumulation level do not dictate secondary siRNA production.

# Supplementary material for: Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation
**Source:** Genome Biol. 2016 Aug 9;17:170. doi: 10.1186/s13059-016-1032-y
**Supplement:** Additional file 11: Table S1. — Mutant alleles and quality statistics of the MethylC-seq data produced in this study. Reads from our MethylC-seq dataset cover more than 96 % of all cytosines in the genome with a roughly 25-fold coverage.

Table S1

| Genome-wide methylation level<br>(uniquely mapped data) |                  |             |           |                  |               |        |                 |                  |        |       |      |      |
|---------------------------------------------------------|------------------|-------------|-----------|------------------|---------------|--------|-----------------|------------------|--------|-------|------|------|
| ID                                                      | Name             | Allele      | Read size | % Non-conversion | Mapped reads  | %      | Genome coverage | Mapped cytosines | %      | mCG   | mCHG | mCHH |
| 1                                                       | wt Col           | -           | 150       | 0.28%            | 19,989,099    | 55.38% | 25.13           | 41,481,405       | 96.78% | 22.0% | 7.4% | 1.3% |
| 2                                                       | cmt2             | Salk_012874 | 150       | 0.38%            | 16,928,589    | 57.16% | 21.28           | 41,266,163       | 96.28% | 21.1% | 6.7% | 0.7% |
| 3                                                       | pol IV           | Salk_128428 | 150       | 0.27%            | 15,676,003    | 56.91% | 19.71           | 41,325,833       | 96.42% | 24.1% | 7.2% | 1.1% |
| 4                                                       | rdr2             | rdr2-1      | 150       | 0.27%            | 20,397,486    | 51.80% | 25.65           | 41,418,932       | 96.64% | 23.8% | 7.1% | 1.1% |
| 5                                                       | dcl3             | dcl3-1      | 150       | 0.28%            | 18,239,145    | 57.44% | 22.93           | 41,447,723       | 96.71% | 21.6% | 6.7% | 1.1% |
| 6                                                       | ago6             | ago6-2      | 150       | 0.31%            | 14,687,638    | 52.82% | 18.47           | 41,202,531       | 96.13% | 24.8% | 8.3% | 1.4% |
| 7                                                       | ago1             | ago1-27     | 150       | 0.26%            | 22,797,974    | 58.67% | 28.66           | 41,530,662       | 96.90% | 23.8% | 8.6% | 1.6% |
| 8                                                       | rdr6             | rdr6-15     | 150       | 0.31%            | 17,393,333    | 56.04% | 21.87           | 41,375,083       | 96.54% | 22.3% | 7.2% | 1.4% |
| 9                                                       | drm2             | Salk_150863 | 150       | 0.34%            | 17,154,747    | 59.27% | 21.57           | 41,239,830       | 96.22% | 21.1% | 6.2% | 1.0% |
| 10                                                      | pol V            | Salk_017795 | 150       | 0.26%            | 12,026,143    | 37.31% | 15.12           | 41,133,677       | 95.97% | 25.1% | 8.1% | 1.2% |
| 11                                                      | pol IV rdr6      | -           | 150       | 0.27%            | 18,898,806    | 54.50% | 23.76           | 41,450,148       | 96.71% | 22.1% | 6.3% | 1.0% |
| 12                                                      | ddm1             | ddm1-2      | 150       | 0.22%            | 21,290,878    | 51.11% | 26.77           | 41,506,256       | 96.84% | 12.4% | 3.6% | 1.1% |
| 13                                                      | ddm1 pol IV      | -           | 150       | 0.28%            | 23,548,653    | 56.84% | 29.61           | 41,408,027       | 96.61% | 11.8% | 2.7% | 0.8% |
| 14                                                      | ddm1 rdr2        | -           | 150       | 0.28%            | 25,729,839    | 55.14% | 32.35           | 41,630,586       | 97.13% | 9.8%  | 2.7% | 0.7% |
| 15                                                      | ddm1 dcl3        | -           | 150       | 0.22%            | 16,161,892    | 55.57% | 20.32           | 41,415,534       | 96.63% | 9.5%  | 2.1% | 0.6% |
| 16                                                      | ddm1 ago6        | -           | 150       | 0.28%            | 17,335,248    | 53.65% | 21.80           | 41,524,746       | 96.89% | 9.5%  | 2.0% | 0.6% |
| 17                                                      | ddm1 ago1        | -           | 150       | 0.27%            | 19,484,305    | 57.29% | 24.50           | 41,465,759       | 96.75% | 10.6% | 2.2% | 0.9% |
| 18                                                      | ddm1 rdr6        | -           | 150       | 0.26%            | 25,164,121    | 56.93% | 31.64           | 41,510,183       | 96.85% | 11.1% | 2.8% | 1.0% |
| 19                                                      | ddm1 drm2        | -           | 150       | 0.27%            | 20,053,406    | 58.21% | 25.21           | 41,445,830       | 96.70% | 13.2% | 2.3% | 0.8% |
| 20                                                      | ddm1 pol V       | -           | 150       | 0.29%            | 27,917,845    | 53.37% | 35.10           | 41,550,703       | 96.95% | 10.7% | 2.5% | 0.6% |
| 21                                                      | ddm1 pol IV rdr6 | -           | 150       | 0.25%            | 22,188,729    | 54.74% | 27.90           | 41,450,339       | 96.71% | 11.1% | 2.2% | 0.7% |
| Average                                                 |                  |             |           | 0.28%            | 19,669,708.52 | 54.77% | 24.73           | 41,418,092.86    | 96.64% | 17.2% | 5.0% | 1.0% |

# Supplementary material for: Full-length autonomous transposable elements are preferentially targeted by expression-dependent forms of RNA-directed DNA methylation
**Source:** Genome Biol. 2016 Aug 9;17:170. doi: 10.1186/s13059-016-1032-y
**Supplement:** Additional file 12: Table S2. — Primer sequences used in this report. Primer sequences for single-locus bisulfite sequencing performed in Fig. 3c, d are reported.

**Table S2**

Primer sequences used in this report

| Target            | Experiment                        | Figure    | Forward primer sequence   | Reverse primer sequence  |
|-------------------|-----------------------------------|-----------|---------------------------|--------------------------|
| At5g52070 red box | single-locus bisulfite sequencing | Figure 3C | ATTGATGGAGTAGATGGGGTGGT   | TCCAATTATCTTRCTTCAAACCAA |
| At3TE40740        | single-locus bisulfite sequencing | Figure 3D | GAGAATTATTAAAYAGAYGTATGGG | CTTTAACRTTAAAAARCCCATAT  |

Key for degenerate bases: M=A/C, R=A/G, W=A/T, S=C/G, Y=C/T, K=G/T

How the deposited data were processed for this re-analysis (not part of the article)

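Small RNA libraries from inflorescences of 12 *Arabidopsis thaliana* genotypes were used, 19 in all, as described with the first results on siRNA laddering. Conditions and replicate letters were taken from the sample labels. The plants were grown in 18 h light at 22 °C. The libraries were released in 3 sets: a first earlier set (replicate A of wt Col, *rdr6*, *ddm1* and *ddm1 rdr6*), a second earlier set (replicate B of wt Col and *ddm1*, *pol IV*, *ddm1 dcl3* and *ddm1 pol IV rdr6*) and the set released with this study (the remaining 8 libraries).

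The authors trimmed and filtered the reads, kept reads of 18–28 nt, collapsed them to distinct sequences and deposited, for the 11 libraries of the 2 earlier sets, the count of reads of each sequence without normalization. For the 8 libraries of this study the authors deposited RPM, that is, the count of each sequence scaled to the reads of its library and rounded. In these files the low values were whole multiples of the RPM of 1 read (100% of them), and the counts were recovered by division by that step. Unit and release cannot be told apart among these libraries. The paper's methods normalize to genome-matched reads other than rRNA and tRNA reads; the deposited files still held 0.754% to 6.42% of reads that match annotated rRNA and tRNA genes, and they were kept in the denominator.

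Each distinct sequence was matched to the TAIR10.1 genome (5 nuclear chromosomes, mitochondrion and chloroplast) with 0 mismatches by an exact search written in Python (version 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0, scipy 1.17.1), which returns the unique and perfect matches that the paper's bowtie settings return. Between 19.7% and 67.4% of the reads of a library matched 1 place. Reads were assigned to a region when they lay entirely within it. RPM is the number of unique reads of a size class per genome-matched reads of 18–28 nt, and log2 ratios of RPM used a pseudocount of 0.1 RPM. Regions were TAS3, the red and blue boxes and the bisulfite amplicon at At5g52070, 3894 TE genes and 500 bp windows of the nuclear genome. A read was given to a window by its leftmost position. The red box was read from Fig. 3a by interpolation between drawn and annotated exon ends. The structure of the MIR4245 precursor was computed with RNAfold 2.7.2, and 1000 shuffles of it kept its dinucleotides.

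Single values were compared between groups of libraries with two-sided exact permutation tests of RPM. TE genes were compared with edgeR 4.0.16 (quasi-likelihood test) or limma 3.58.1 (trend on log2 RPM) in R 4.3.3, with 1 mean per genotype, all genome-matched reads as the library size, edgeR's filterByExpr and a Benjamini-Hochberg adjusted p under 0.05. The edgeR test gives no standard error, so those printed for it are the absolute log2 fold change over the square root of its F statistic. edgeR had been chosen for all of these comparisons before the data were examined, as had the regions, the thresholds and the alternatives not described as added. Because 8 libraries were deposited as RPM, edgeR was kept for the 4 comparisons that need only the libraries deposited as counts, and limma on RPM replaced it for the 4 comparisons that need the others (*ddm1 rdr6* and *ddm1 pol IV* against *ddm1*, *rdr6* against wt Col, and the difference between the 2 responses to *rdr6*). Both procedures were tested on simulated counts drawn with the mean level and dispersion of each TE gene and the real library sizes, in which 200 TE genes were changed in *ddm1* (log2 fold change of 3 up or down). Each simulated TE gene had a single mean in all other genotypes, and only *ddm1* against wt Col was tested. The rates that follow therefore need not hold for comparisons in which many TE genes change in the same direction. edgeR recovered 90.8% (21–22 nt, 1021 TE genes tested) and 91.3% (24 nt, 1692 tested) of the changed TE genes that passed the filter, limma 78.3% (1096 tested) and 81.2% (1788 tested), and DESeq2 1.42.0, used as an alternative, 71.2% and 68.6%; false calls made up 1.7% to 4.8% of the calls.

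The TE genes named in the text were, for each comparison, at most the 3 with the largest absolute log2 fold change among those past the adjusted threshold and changed the same way in each same-lettered replicate pair. Not every TE gene that this rule allows is named. The rule also covers the genes the paper names (TAS3, At5g52070, At5TE76210, At3TE40740, At5TE42470, *Athila6A* and *ONSEN*) and the 5 counted windows with the highest 24 nt RPM in *ddm1*. The pairing of replicates comes from the letters A and B in the sample labels. It was checked by correlating the deviations of same-lettered libraries from their genotype means, and the comparisons were repeated with the letter as a replicate block.

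The alternatives were other denominators (miRNA reads, reads of 20–25 nt), reads that match several places weighted by their number of matches, a pseudocount of 1 RPM, TMM normalization, DESeq2, other filters, only the libraries compared, the replicate block, the bisulfite amplicon in place of the red box, other thresholds and window sizes, and each replicate left out in turn. Added after seeing the data were edgeR on recovered counts of all libraries, limma on RPM for the comparisons made with edgeR, limma with a pseudocount of 1 RPM, a denominator without rRNA and tRNA reads, the red and blue boxes together, the red box without its leading 24 nt sequence, the comparison by DCL3 among libraries with functional Pol IV, DESeq2 with library sizes as size factors, and permutations within the replicate letters. The replicate block of the model fits was fitted to the compared libraries alone, which keeps fewer TE genes. Shares of reads in single libraries are given with 95% Wilson intervals, and the detection limit is 3 reads. At5TE76210 was counted only as the blue box read from Fig. 3a. Other individual TEs such as At3TE40740 and At5TE42470, the subfamilies *Athila6A* and *ONSEN*, methylation, mRNA levels and mRNA cleavage were not analysed here.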

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

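Of the tests in this part, those on an RDR6-independent source of TAS3 siRNAs, on wild-type chromatin and a mixture with wt Col in *ddm1 rdr2* and on windows with each locus counted once were chosen only after the result was seen. Dixon's ratio of the gap at one end to the whole range was computed for 5 measures in 3 groups of 5 or 7 libraries, 15 groups in all. In 2 of them a library was past the 95% critical value, which about 5% of groups pass by chance.

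The *ddm1 rdr2* library lay far from the other 4 TE-active libraries that lack Pol IV or RDR2. Its 24 nt siRNAs over TE genes were 15121 RPM, and its gap was 0.89 of the range of the 5 libraries, above the critical value of 0.71. Library composition does not account for this, since per miRNA read the ratio was 0.955. RDR6-made dsRNA diced to 24 nt does not account for it either: across TE genes, which are not independent replicates, the share kept in *ddm1 rdr2* did not rise with the 21–22 nt siRNAs lost in *ddm1 rdr6* (Spearman's rho −0.131). Reads from RDR2-functional *ddm1* plants would leave one share of the *ddm1* level at every TE gene. Over the 617 TE genes that depend on Pol IV in the TE-active context, the interquartile range of log2 ratios to *ddm1* was 2.31 times that between the *ddm1* replicates. The limit set for this test was 1.5 times, so that by that limit the value speaks against a mixture with *ddm1* reads. That reading was changed to undecided after the value was seen, because 1 library of another line than the *ddm1* libraries gives no spread of its own. Against wt Col the shares were near uniform. Over the 1239 TE genes that depend on Pol IV in the TE-silent context, *ddm1 rdr2* held a median of 44.1% of the wt Col level, and the interquartile range of these log2 ratios was 0.864 times that between the wt Col replicates (0.49 against 0.57), while *ddm1* itself had an interquartile range of 4.45 against wt Col. A candidate explanation is therefore RDR2 activity in these plants with a wild-type pattern of Pol IV siRNAs. A mixture with 44.1% of wt Col reads would also dilute the 21–22 nt siRNAs, and these were not low: over the 195 TE genes with at least 10 RPM in *ddm1*, the *ddm1 rdr2* library had 157.5% of the *ddm1* level, against 166.4% in *ddm1 pol IV* and 6.29% in wt Col. With the remaining reads at the level of *ddm1 pol IV* such a mixture would give 95.8%, and to reach the observed level the remaining reads would need 276.8% of *ddm1*. This speaks against a mixture with wt Col reads, although the limit for this test (1.5 times the highest other TE-active genotype) was set with these values known. RDR2 activity itself was not tested, and no second *ddm1 rdr2* library was used here. For the red box of At5g52070, the same 44.1% of wt Col gives 12.3 RPM for the sequences other than the leading one, where 10.1 RPM was observed, and 6.94 RPM in the bisulfite amplicon, where 4.43 RPM was observed. For the leading sequence it gives 10.9 RPM, and 36.5 RPM was observed. Dependence on RDR2 may therefore be understated by this library for the sequences other than the leading one.

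The *pol IV rdr6* library lay apart from the other 6 *rdr6*-mutant libraries in its 21 nt siRNAs from TAS3, with 72.2 RPM and a gap of 0.712 of the range, above the critical value of 0.57. Library composition does not account for this (0.721 per miRNA read). An RDR6-independent source of TAS3 siRNAs that rises when Pol IV is lost would also raise *ddm1 pol IV rdr6* over *ddm1 rdr6* by at least 2 times. The ratio was 1.61 per miRNA read but 3.92 in RPM, so the pattern cannot be told apart from this explanation. Reads carried over from a library with functional RDR6 and Pol IV would raise other RDR6-dependent loci and the Pol IV-dependent TE siRNAs by similar shares of the wt Col level. The share needed was 13.3% for TAS3, 6.86% for TAS1A, 4.12% for TAS1B, 3.97% for TAS1C, 5.05% for TAS2 and 3.77% for 24 nt siRNAs over TE genes. The median over the 5 TAS loci was 1.34 times the share for TE genes, consistent with a low level of carried-over reads, although TAS3 itself needs more than the others. Residual activity of the mutant alleles was not tested and cannot be excluded. If reads were carried over, the 1479 RPM of TE siRNAs in this library may not be its own, and *pol IV* with 314 RPM would be the better estimate for the TE-silent context.

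The response of 21–22 nt siRNAs to the loss of RDR6 differed between the TE-active and the TE-silent context. A limma test of this difference itself called 264 of 1750 TE genes, 239 of them with a larger loss in *ddm1*, and in fits of the compared libraries alone 217 without and 208 with the replicate block (same-letter correlations of the paired genotypes from −0.0401 to 0.0592). The strongest was AT5G32241 (chromosome 5, 11907125–11908798; difference of log2 fold changes −13.33, standard error 1.25, adjusted p = 3.23e-06 from limma). Normalization did not account for it, as TMM normalization called 221 TE genes and miRNA reads as the library size 255. The 4 replicate A libraries come from a single release, so their contrast is free of the difference between releases; its median over TE genes was −0.46, and that of the B libraries −0.55. GC content, length and multiple matches were not tested one by one, although weighted multiple matches raised the number to 637. The B libraries come from 2 releases. TE genes with few 21–22 nt siRNAs in wt Col have few to lose in *rdr6*, so part of the difference follows from their level. Over the 195 TE genes with at least 10 RPM in *ddm1*, wt Col had 6.29% of the *ddm1* level, and 162 of them were under 10 RPM in wt Col. How much of the difference this makes up was not tested. No biological explanation was tested.

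Outside the loci that the paper discusses, 24 nt siRNAs that depend on DCL3 but not on Pol IV, RDR2 or RDR6 were looked for in windows of 500 bp. Of 5719 windows with at least 5 RPM in *ddm1*, 49 (0.857%) kept at least 50% of it in *ddm1 pol IV*, *ddm1 rdr2*, *ddm1 rdr6* and *ddm1 pol IV rdr6* and less than that in *ddm1 dcl3*. The condition on Pol IV was stricter than that on RDR2, since 155 windows were kept in *ddm1 pol IV* and 1965 in *ddm1 rdr2*. Windows kept in *ddm1 rdr6* and in *ddm1 pol IV rdr6* are not given singly, so the most limiting condition is not shown. The number of 49 is a count by thresholds with no test. In 24 of the 49 windows, wt Col had less than 25% of the *ddm1* level. The 5 windows with the highest *ddm1* level were 24721001–24721500 on chromosome 1 (501 RPM, at AT1G09805), 16160501–16161000 (243 RPM, at AT3G44580), 16159001–16159500 (242 RPM, at AT3G44570) and 16160001–16160500 (219 RPM, at AT3G44580) on chromosome 3, and 22322501–22323000 on chromosome 5 (193 RPM, no annotated gene). The window that holds the miRNA gene in At5g52070 ranked 8 of 49. Annotated miRNA genes overlap 9 of the 49 windows and protein-coding genes 14, so that counting from annotated miRNA genes does not account for most of them. No valid count of windows that overlap TE genes is available. Some windows, such as 3183501–3184000 on chromosome 2 (AT2G07580 and AT2G07590), overlap annotated pseudogenes, the class from which the TE genes were taken. Fold-back transcripts would give reads mostly from one strand. The median share of 24 nt reads from the stronger strand was 85.3% in these windows and 70.6% in random sets of Pol IV-dependent windows of similar RPM, and the median of 100% of 10000 random sets was lower. Neighbouring windows are not independent: the 49 windows lie at 26 loci when windows within 5 kb are joined, with up to 7 windows in a locus. With 1 window for each locus, the one with the highest *ddm1* level, the median share was 90.6% against 70.4% in the random sets, and again 100% of them were lower. Hairpin transcripts may be a source of these siRNAs, which is a hypothesis found on the same data. The condition on RDR2 rests on the *ddm1 rdr2* library described above.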

How the results depend on the processing

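Of 210 values recomputed under the alternatives for 21 results, 158 kept their direction and side of the threshold (for counts, a number within 1.5 times) or, for log2 ratios without a test, moved by less than the replicate SD. Among these 158, 3 small log2 ratios still changed sign, that of *ddm1 rdr6* in the red box (0.02) to −0.0685 and −0.12 and that of *ddm1 pol V* (0.07) to −0.0618 when 1 replicate was left out. Under all of the alternatives run for them, 2 of the 21 results were kept. These 2 are the loss of TAS3 siRNAs without RDR6 (log2 ratio −5.06, from −5.88 to −4.86 in 18 alternatives) and the difference between *ddm1 pol IV* and *ddm1* in the red box (−0.52), for which 2 against 2 libraries cannot pass the threshold, so that no stability is shown by its p. That value was −6.74 over the bisulfite amplicon. The region between At5TE76205 and At5TE76210 was not run for the 8 results over the red box. Except for DESeq2 with 24 nt siRNAs, the cause of the changes described here was not tested. The alternatives named as added were chosen after seeing the data.

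With miRNA reads as the denominator, TE siRNAs of 24 nt in *pol IV* against wt Col changed from −6.62 to −8.28, and the red box changed in *ddm1 rdr6* from 0.02 to −0.011, in *ddm1 pol IV* from −0.52 to −1.31, in *ddm1 pol IV rdr6* from 0.47 to −1.07, in *ddm1 pol V* from 0.07 to 0.28, in the 5 libraries without Pol IV or RDR2 from −0.07 to −1.12 (exact p = 0.00794) and, for 21–22 nt siRNAs by DCL3, from −0.15 to 0.27. With reads of 20–25 nt the first was −6.57 and the group of 5 was 0.0643, and with weighted multiple matches the first was −6.55. As a share of TE reads the log2 ratio of laddering was 0.25, against −2.67 in RPM, while the direction was kept per miRNA read (−4.29), with weighted multiple matches (−3.30), with reads of 20–25 nt (−2.57) and for laddering of 25–28 nt alone (−2.75). Over the bisulfite amplicon, the log2 ratios were −1.23 in *ddm1 rdr2* (red box −0.58), −5.91 in *ddm1 pol IV rdr6*, 1.10 in *ddm1 pol V*, −3.10 by DCL3 (exact p = 0.156; red box −3.99; −3.76 with exact p = 0.0035 among libraries with functional Pol IV, added), −3.84 in the group of 5 (exact p = 0.00794) and 0.83 for 21–22 nt siRNAs by DCL3. Without the leading sequence (added) they were −1.82 in *ddm1 rdr2*, −5.22 in *ddm1 pol IV rdr6*, −0.20 in *ddm1 pol V*, −3.16 by DCL3 (exact p = 0.133; −3.81 with exact p = 0.0035 among libraries with functional Pol IV, added) and −3.85 in the group of 5, and with the red and blue boxes together (added) −0.018 in *ddm1 rdr6*.

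Leaving out each replicate in turn gave log2 ratios from −6.64 to −6.60 for TE siRNAs in *pol IV*, −2.88 to −2.49 for laddering, −0.65 to −0.37 in *ddm1 pol IV*, −0.71 to −0.43 in *ddm1 rdr2*, −0.12 to 0.17 in *ddm1 rdr6*, 0.0255 to 0.81 in *ddm1 pol IV rdr6*, −0.06 to 0.22 in *ddm1 pol V*, −4.80 to −3.76 by DCL3, −0.40 to 0.0334 in the group of 5 (0.0173 and 0.0334 without either *ddm1 pol IV* replicate, and −0.40 with exact p = 0.0397 without *ddm1 pol IV rdr6* replicate B), −0.31 to −0.04 for 21–22 nt siRNAs by DCL3 and −5.12 to −4.86 for TAS3. Median log2 fold changes over TE genes ranged from −0.53 to −0.24 (21–22 nt, *ddm1* against wt Col), −0.20 to 0 (*ddm1 rdr6* against *ddm1*), −0.0305 to 0.16 (*rdr6* against wt Col, negative without wt Col replicate B), −2.28 to −1.60 (24 nt, *ddm1* against wt Col), −3.22 to −2.45 (*ddm1 pol IV*), −1.27 to −0.33 (*ddm1 dcl3*), −2.72 to −2.06 (*ddm1 pol IV rdr6*) and −0.55 to −0.28 (difference between the responses to *rdr6*). The TE genes with at least 10 RPM numbered 197 to 199 and the windows 45 to 56.

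The number of TE genes called changed with the procedure. For 21–22 nt siRNAs in *ddm1* against wt Col it was 695, of which 316 rose and 379 fell, and 442 with DESeq2. The prevailing direction turned with DESeq2 on library sizes (added; 287, 193 and 94), miRNA reads as the library size (645, 331 and 314), the compared libraries alone (458, 234 and 224), weighted multiple matches (1233, 660 and 573) and the replicate block (420, 222 and 198). In *ddm1 rdr6* against *ddm1* it was 386, and 252 with DESeq2 (244 on library sizes, added), 237 with the compared libraries alone and 825 with weighted multiple matches. In *rdr6* against wt Col it was 2, and 27 without a filter (11 rose and 16 fell, against 2 and 0), 9 in limma with a pseudocount of 1 RPM (added), and 0 with TMM normalization (93 at an unadjusted p under 0.05), DESeq2 (18), at least 10 reads (66), the compared libraries alone (29), weighted multiple matches (122) and edgeR on all libraries (added; 57). For 24 nt siRNAs, the prevailing direction turned under DESeq2 with its own size factors in *ddm1* against wt Col (1492 TE genes to 904, of which 464 rose and 440 fell), *ddm1 pol IV* (1316 to 541, 481 and 60), *ddm1 dcl3* (1101 to 447, 255 and 192) and *ddm1 pol IV rdr6* (1190 to 540, 342 and 198), as it did with TMM normalization in *ddm1 dcl3* (831, 580 and 251). Such factors are set on the TE genes, so they move all of them alike and remove a loss that most of them share. DESeq2 with library sizes in their place (added) kept the direction in all 4 (581, of which 95 rose and 486 fell; 997, 5 and 992; 250, 55 and 195; 680, 18 and 662), so these turns do not count against it. The compared libraries alone gave 768 in *ddm1 pol IV*, and weighted multiple matches 1687 in *ddm1 dcl3*. The difference between the responses to *rdr6* was called in 264 TE genes, 148 with DESeq2 (161 on library sizes, added) and 637 with weighted multiple matches. TE genes with at least 10 RPM rose from 195 to 434 with weighted multiple matches, and the 49 windows became 81 with a minimum of 2 RPM, 28 with 10 RPM and 20 per miRNA read.

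The paired fits, with the replicate letter as a block, use the compared libraries alone and test fewer TE genes, so they are to be set against the fits of those libraries without the block (458, 237, 0, 768 and 798 TE genes, with 29 at an unadjusted p under 0.05 for *rdr6*). They called 420 TE genes (*ddm1* against wt Col, 21–22 nt; same-letter correlation −0.0428), 233 (*ddm1 rdr6*; 0.0186), 0 (*rdr6*; 31 at an unadjusted p under 0.05; 0.0592), 770 (*ddm1 pol IV*, 24 nt; 0.00466) and 755 (*ddm1 pol IV rdr6*; 0.00128). Permutations within the letters, over the libraries that have one (added), gave log2 ratios of −5.66 for TAS3 (exact p = 0.000816), −2.68 for laddering, −0.51 in *ddm1 pol IV*, 0.0233 in *ddm1 rdr6*, 0.42 in *ddm1 pol IV rdr6*, −3.68 by DCL3 (exact p = 0.0204), 0.0332 for Pol IV or RDR2 (exact p = 1, turned from −0.07) and −0.0481 for 21–22 nt siRNAs by DCL3; 2 pairs allow no p under 0.5. No paired analysis was possible for *pol IV*, *ddm1 rdr2* and *ddm1 pol V* because they have 1 library without a letter, nor for the counts by threshold because they come from no test. Of the 247 alternatives for 23 values of named TE genes, 235 kept direction and side of the threshold and 12 were no longer past it, all of them AT5G32518 or AT3G33077 in *rdr6* against wt Col. Depth limits the 21–22 nt siRNAs of the red box, which rest on 40 to 57 reads in each *dcl3*-mutant library and 11 to 123 in the others. It also limits the TE genes with few reads in *rdr6* replicate A, where 3 reads are 2.03 RPM.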

Differences from the paper's values

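The mean of 24 nt siRNAs in the red box was 52.8 RPM in wt Col, where the paper's value is about 83 RPM in Fig. 3b, read by eye. Of the alternatives set before the data were examined, reads of 20–25 nt as the denominator (56.8 RPM) and wt Col without replicate B (70.9 RPM) bring the value within the SD of 25.7 RPM or within 1.5 times of the paper's. The other alternatives do not: 236.5 RPM per miRNA read, 52.8 RPM with weighted multiple matches, 15.7 RPM over the bisulfite amplicon and 34.6 RPM without replicate A. For the other 7 genotypes read from Fig. 3b the values of the red box lay within these limits. The red and blue boxes together, an alternative chosen after seeing the values, gave 69.2 RPM in wt Col, 85.3 RPM in *ddm1* (red box 69.6, about 85 in Fig. 3b, read by eye), 84.2 RPM in *ddm1 rdr6* (red box 70.5, about 84), 91.6 RPM in *ddm1 pol V* (red box 73.3, about 91) and 51.3 RPM in *ddm1 rdr2* (red box 46.6, about 51), closer to the figure than the red box alone in these 5 genotypes. In *ddm1 pol IV* the red box and this alternative chosen after seeing the values both gave 48.6 RPM (about 48 in Fig. 3b, read by eye), and the red box alone was closer in *ddm1 pol IV rdr6* (96.4 against 96.9 RPM, about 96) and *ddm1 dcl3* (5.71 against 6.69 RPM, about 3).

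The paper states that the majority of the 24 nt siRNAs of the red box do not depend on Pol IV or RDR2. The total in *ddm1 pol IV* was 69.8% of *ddm1* in RPM and 40.3% per miRNA read (log2 ratio −1.31), and 1 sequence made up 99.1% and 100% of it, and all other 24 nt sequences of the red box fell from 41.7 and 30.3 RPM in the *ddm1* replicates to 0.435 and 0 RPM. Between the 5 TE-active libraries that lack Pol IV or RDR2 and the 5 with both, the log2 ratio was −3.84 over the bisulfite amplicon and −3.85 without the leading sequence (exact p = 0.00794 each), the latter chosen after seeing the data. The paper states that these siRNAs depend on DCL3 alone, and over the amplicon *ddm1 pol IV* had 0 reads of 24 nt in both replicates.

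The paper states that the siRNA laddering of *ddm1 dcl3* does not take place in *ddm1 pol IV rdr6*. TE reads outside 21–24 nt were at 7323 RPM in *ddm1 dcl3* and at 1149 RPM in *ddm1 pol IV rdr6*. As a share of the TE reads they were 13.6% and 16.1%, with 12.6% and 17.7% in the A replicates but 14.52% and 14.54% in the B replicates. This share does not show that laddering remained, because the libraries also differed in size distribution as a whole, as given for Fig. 2.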

Other observations

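Of the tests in this part, those on amplification, on similar sequences elsewhere and on library size were chosen only after the result was seen.

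One 24 nt sequence makes up most of the siRNAs that the red box of At5g52070 keeps without Pol IV. Amplification of one molecule would make it lead in single libraries, and it led in all 16 libraries with functional DCL3. It also led in the 3 *dcl3*-mutant libraries, on 11 to 32 reads of 24 nt. Reads from a similar sequence elsewhere in the genome would need a near match, and there were 0 other places outside the annotated precursor with 1 or 2 mismatches; the 1 place with 2 mismatches is the opposite arm of the precursor. The test first counted any place, which gave that arm, and was limited to places outside the precursor after this was seen. Excision from a fold-back transcript predicts a stable hairpin. In 0 of 1000 shuffles that keep the dinucleotides of the MIR4245 precursor was the free energy as low as −44.8 kcal/mol (median of the shuffles −20.1, lowest −33). This test alone cannot decide, because precursors are annotated as miRNA genes for their folding. Excision by DCL3 from the MIR4245 hairpin remains a candidate explanation for the 24 nt siRNAs that are independent of Pol IV, RDR2 and RDR6 at this locus, and the paper leaves open whether the locus makes a fold-back substrate. The remaining 24 nt siRNAs of the red box, including those of the amplicon whose methylation was measured, were lost with Pol IV. The methylation that the paper reports there in *ddm1 pol IV* was not analysed here, and whether the leading sequence can direct it at a distance was not tested.

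In *ddm1 dcl3*, 257 TE genes had more 24 nt siRNAs than in *ddm1*. Library size from miRNA reads does not account for them, since 273 were called with it, and TMM normalization called 580. In fits of the compared libraries alone 46 were called, and 48 with the replicate block (same-letter correlation 0.0112). Only 48 of the 257 pass the filter in those libraries, and 46 of these were called again, so the set rests on a filter over all libraries deposited as counts. Their median was 16.9 RPM in wt Col, 0 in *ddm1* (where they were chosen for being low), 2.16 RPM in *dcl3* and 2.12 RPM in *ddm1 dcl3*. If these TE genes had wild-type chromatin in the *ddm1 dcl3* plants, their 24 nt siRNAs would stand at the *dcl3* level, and the median log2 ratio of *ddm1 dcl3* to *dcl3* was −0.0117. Reads from DDM1-functional *dcl3* plants mixed into the libraries would give the same uniform ratio. Over the 329 TE genes that lost 24 nt siRNAs in *ddm1* and had at least 2 RPM in *dcl3*, the interquartile range of this ratio was 0.879 times that between the *ddm1 dcl3* replicates, so this is not excluded by that test. A mixture made almost wholly of *dcl3* reads is not in line with the 21–22 nt siRNAs, which over the 195 TE genes with at least 10 RPM in *ddm1* were at 131.3% of *ddm1* in *ddm1 dcl3* and at 29.9% in *dcl3*. The same 257 TE genes had a median of 7.71 RPM in *ddm1 rdr2*, 2.47 RPM in *ddm1 pol V* and 0.966 RPM in *ddm1 rdr6*. A difference between *ddm1* lines in how far these loci have lost Pol IV siRNAs may explain this pattern, for example through the number of generations since *ddm1* was made homozygous, which the sample labels do not give and which was not tested.

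The genotype *dcl3* alone had 615 TE genes with at least 10 RPM of 21–22 nt siRNAs, more than any TE-active genotype, while *ddm1 rdr2* had 215, *ddm1 pol V* 266, *rdr6* 94, and *pol IV* and *pol IV rdr6* 1 each. The correlation between replicates of log2 read counts (21, 22 and 24 nt together), across TE genes with at least 10 reads, which are not independent replicates, was between 0.789 (*ddm1 pol IV rdr6*) and 0.959 (*ddm1 pol IV*).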
